# Cell-cycle-independent transitions in temporal identity of mammalian neural progenitor cells

**DOI:** 10.1038/ncomms11349

**Published:** 2016-04-20

**Authors:** Mayumi Okamoto, Takaki Miyata, Daijiro Konno, Hiroki R. Ueda, Takeya Kasukawa, Mitsuhiro Hashimoto, Fumio Matsuzaki, Ayano Kawaguchi

## Abstract

During cerebral development, many types of neurons are sequentially generated by self-renewing progenitor cells called apical progenitors (APs). Temporal changes in AP identity are thought to be responsible for neuronal diversity; however, the mechanisms underlying such changes remain largely unknown. Here we perform single-cell transcriptome analysis of individual progenitors at different developmental stages, and identify a subset of genes whose expression changes over time but is independent of differentiation status. Surprisingly, the pattern of changes in the expression of such temporal-axis genes in APs is unaffected by cell-cycle arrest. Consistent with this, transient cell-cycle arrest of APs *in vivo* does not prevent descendant neurons from acquiring their correct laminar fates. Analysis of cultured APs reveals that transitions in AP gene expression are driven by both cell-intrinsic and -extrinsic mechanisms. These results suggest that the timing mechanisms controlling AP temporal identity function independently of cell-cycle progression and Notch activation mode.

## Abstract (web summary)

The molecular mechanisms determining the temporal identity patterns of self-renewing progenitors during cerebral development are largely unclear. Here, using single cell transcriptome analyses, the authors find progenitor temporal identity arises independent of cell-cycle progression and Notch activation.

The functional organization of the brain requires the ordered generation of large numbers of diverse neurons and glia during development. The size and diversity of neural cell populations rely on the spatial and temporal diversity of progenitor cells. In mammalian cerebral cortex, self-renewing progenitor cells are formed by elongation of neuroepithelial cells, and repeated divisions at the apical surface of the ventricular zone (VZ) generate a stratified neuronal organization (these cells are thus termed apical progenitors (APs) or radial glial cells)^1^. Over time, these neural progenitor cells undergo temporal progression with respect to two properties (Fig. 1a). The first is the decision whether divisions are purely proliferative (expansive) or not. APs initially undergo proliferative divisions that generate two APs, and subsequently shift into a differentiating mode in which divisions give rise to non-AP cells, such as neurons^2^,^3^ or lineage-restricted intermediate progenitors (IPs)^1^,^4^. In the second, APs progressively change the fates of their differentiating progeny; deep-layer neurons→upper-layer neurons→glia^1^,^5^. The mechanisms underlying temporal patterns in neural progenitors are less well understood than those involved in the spatial patterning of these cells.

The transition of AP division mode from proliferative (symmetric) into differentiating (asymmetric) is not synchronized across the cerebral progenitor population. This shift initially takes place sporadically, and then progressively propagates into the entire brain with different timing. Cell-intrinsic programs and extrinsic environmental signals^6^,^7^ control these alterations in the division mode of APs^1^,^8^. Notch signalling is essential for progenitor self-renewal in both the proliferative and the neurogenic mode^9^,^10^. During the proliferative phase, the Notch ligand Delta-like 1 is mainly produced by APs, and is expressed in an oscillatory pattern^11^; subsequently, in the neurogenic phase, Delta-like 1 is produced by nascent IPs and neurons^12^,^13^. To date, however, it remains unclear how/when this temporal shift occurs in progenitor cells.

The molecular mechanisms underlying the temporal patterns of AP identity that generate sequential laminar fates of descendant neurons have been studied using a variety of approaches. *Foxg1* is involved in regulating the temporal progression of laminar fate potentials in a spatially controlled manner^14^. Genetic and epigenetic mechanisms are also involved in the transition from the neuronal to glial progenitors^15^,^16^,^17^. Transcriptome analyses have identified genes affecting temporal patterns in the AP identity^18^,^19^,^20^, providing lists of genes that exhibit dynamic temporal patterns in the VZ or neural stem cell population, but the fundamental features of the temporal progression of AP identity remain largely unknown. Is there an intrinsic timer mechanism that specifically counts and controls the progression of AP temporal patterns? Is such a mechanism coupled with cell-cycle progression or cytokinesis? How is the timing mechanism associated with environmental cues? An obvious difficulty in addressing these issues is that progenitors do not implement their temporal gene-expression patterns in a synchronized manner. In addition, gene-expression changes associated with cell-cycle progression overlie those that are exclusively involved in temporal progression of AP identity. Thus, the temporal progression of AP identity must be observed as a superposition of various time-dependent components. Transcriptome analysis at the single-cell level^13^,^21^,^22^,^23^ provides a unique opportunity to monitor variations in the gene-expression properties of progenitor cells. In combination with statistical analyses, this approach allows us to distinguish genes that are associated with temporal identity transition, the cell cycle, and/or differentiation, and thus provides clues regarding the relationships among those components.

In this study, we analyze comprehensive gene-expression profiles of single cortical progenitor cells at different developmental stages to explore the molecular bases of temporal patterns in AP properties, which generate shifts in division mode and differential laminar fate of progeny. In particular, we investigate changes in AP gene expression, as well as cell-to-cell variation in Notch signalling, over time. From the results of this analysis, we extract a set of genes whose expression levels are temporally altered, and then distinguish gene components that are purely associated with temporal progression in APs from those that are involved in the switch between self-renewal and differentiation. Moreover, we find that cell-cycle progression is not necessary for transitions in temporal gene expression and the laminar fate of APs. These findings, together with the results from *in vitro* culture of single APs, suggest the existence of a cell-autonomous ‘timer' in the APs, which is independent of the cell cycle and responsive to environmental cues.

## Results

### Gene-expression profiling identifies APs and IPs

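Apical progenitors (APs) divide at the ventricular surface and renew themselves while they give rise to the neurons of successive cortical layers. Intermediate progenitors (IPs) are their daughters that move away from the surface and mostly divide into neurons. Reading either type at different ages needs the transcripts of one cell at a time, since both lie mixed with newborn neurons in the cortical wall. The deposited arrays hold 24 APs, 3 IPs and 3 neurons of E11 and 17 APs, 10 IPs and 1 neuron of E16, each array the amplified cDNA of 1 cell on an Affymetrix whole-genome mouse array. Cells were typed by the cell names printed in the dendrograms of Fig. 1b,c, and the E14 arrays were not analysed here. Because the paper assigned these types from the same arrays, marker differences between APs and IPs describe the classes and are not independent evidence for them. The authors deposited MAS5 intensities of 45101 probe sets on a linear scale. The trimmed mean signal per array was 67.4 to 297.5 in E11 APs and 69.4 to 236 in E16 APs. All 68 arrays of the study in hand were quantile normalized together, as in the paper's methods, and groups are given as the mean log2 signal with the SD between cells. Gapdh, a glycolytic enzyme, had a mean of 13.53 (SD 0.08) in E11 APs and 13.52 (SD 0.14) in E16 APs, and beta-actin (Actb) had means of 12.08 and 12.43. Labels name no embryo or litter, so each group counts as 1 sample and no significance test between groups was made. A signal of 870.2, the paper's value for 20 copies per cell, is 9.77 on the log2 scale. Cells at or above it are counted as over 20 copies, and where the lower mean lies under it a fold is computed against it and written as at least. If 870.2 were on the scale of the paper's log means it would be 1648 here, fewer cells would reach it, and every such bound would be lower in proportion, the smallest of them under 1. A gene list is described by the median difference of its members and by the percentile of that median among 10000 random lists of equal size and matched expression. Of 2278 pairs of arrays 0 had identical values, and the highest correlation between 2 arrays, across probe sets, was 0.711.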

We compared global transcriptome profiles of single cells collected from murine dorsal cortices at three different developmental stages, E11 (proliferative or early neurogenic stage, 30 cells), E14 (mid neurogenic stage, 70 cells) and E16 (late neurogenic stage, 28 cells), by microarrays analysis of cDNAs from those single cells (Supplementary Fig. 1; Supplementary Table 1). In our earlier work^13^, we had analysed transcriptome profiles of the E14 cortical single cells, and successfully categorized the E14 cortical progenitor cells into two major populations, the APs and the IPs (or basal progenitors (BPs)), by hierarchical clustering using 114 probe sets; these probe sets, the ‘SigABC' genes, were identified by the first round clustering of the E14 single cells, supervised by a combination of known genes that distinguish self-renewal and commitment into IPs. We found that the same probe sets were applicable to classification of single E11 and E16 cells (Fig. 1b,c). 

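An AP that commits to the IP fate switches on a short burst of neurogenic transcription factors and loses the Id and Hes factors that hold neurogenesis back. These opposite programmes were read in the cells called APs and IPs at each stage. At E11 the T-box gene Eomes (Tbr2), the classic IP marker, had a mean of 12.10 (SD 0.48) in the 3 IPs, at least 5.06-fold higher than in the 24 APs, and 3 of 3 IPs but 0 of 24 APs were over 20 copies. Insm1, a zinc-finger factor that promotes the formation of IPs, was at least 4.75-fold higher, and Elavl4, a neuronal RNA-binding protein, was at least 4.02-fold higher. Id4, an inhibitor of neurogenic bHLH factors, went the other way, from 13.01 (SD 0.37) in the APs to 3.42 (SD 4.09) in the IPs, at least 9.49-fold lower. The growth regulator Mycn was over 20 copies in 22 of 24 APs and 0 of 3 IPs, at least 2.94-fold lower in the IPs. The RNA-binding protein Ybx3 was at least 2.78-fold lower. At E16 Hes6, an antagonist of the Hes repressors, was over 20 copies in 10 of 10 IPs and 1 of 17 APs, and its mean in the IPs was 11.84 (SD 0.55). The proneural factor Neurog2 was at least 4.19-fold higher in E16 IPs and Gadd45g, a stress-response gene of committed progenitors, at least 1.78-fold higher. Lzts1, which controls the detachment of cells from the apical surface, was over 20 copies in 9 of 10 E16 IPs and 0 of 17 APs. Among genes lower in E16 IPs, the membrane protein Ttyh1 was over 20 copies in 14 of 17 APs and 2 of 10 IPs, at least 2.64-fold lower. The growth factor carrier Fgfbp3 was at least 4.10-fold lower and the adhesion molecule Vcam1 at least 2.06-fold lower. The 16 IP genes listed from earlier knowledge had a median difference between IPs and APs of 6.02 at E11, with 15 of 16 higher, and of 4.09 at E16, with 16 of 16 higher, both at percentile 100. The 17 AP genes had median differences of -3.18 at E11 and -2.17 at E16, both at percentile 0. A differentiation score, the mean of the IP list minus the mean of the AP list in each cell, differed between IPs and APs by 9.60 at E11 (pooled SD 1.36) and by 6.88 at E16 (pooled SD 1.28). The neuron list was also higher in IPs, by 3.20 at E11 (1.76 without the IP 41G) and by 1.37 at E16.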

We then determined how E11 progenitors were placed on the E14 progenitor cell cluster tree by combining the two populations of E11 and E14 single cells (Fig. 1d). The resultant dendrogram indicated that E11 progenitors could be categorized into either of the two major progenitor populations at E14. This also held true for the combination of ‘E14+E16' samples (Fig. 1e).

As a non-supervised analysis, we subsequently performed principal component analysis (PCA) on progenitor samples at each stage, using all available probe set data (17,192 probe sets, Supplementary Fig. 2). The principal component 1 (PC1) axis, along which the variance in gene expression is greatest among the tested cells, clearly reflected the differentiation state of progenitors, APs and IPs, further confirming the validity of our classification of the progenitor cells.

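A component that follows differentiation should set IPs apart from APs without being told the types, and genes of either state should head its loadings. The E11 progenitors without the cell #E11-31i had Insm1, Eomes and Gadd45g at ranks 3, 4 and 16 of 20523 probe sets on the IP side of PC1, with second probe sets of Eomes and Insm1 at 12 and 31, Neurog2 at 108 and Hes6 at 733. Id4 ranked 8 and Ttyh1 ranked 11 on the AP side, Fabp7 and Hes5 only 1008 and 2088, and the AP gene Slc1a3 lay on the IP side at rank 3958. PC1 held 7.06% of the variance, 3 of 3 IPs lay above every one of the 23 APs, and the means of the types were 1.86 pooled SD apart. With #E11-31i among 24 APs, the cell took the highest AP score on PC1, 0 of 3 IPs lay above all APs and the gap on PC1 was 1.16. In that analysis the IPs were instead set apart along PC2, with a gap of 4.51 pooled SD and 3 of 3 IPs above all APs. Without the IP 41G, the gap on PC1 of the 24 APs and the remaining IPs was 0.0282. At E16, Ttyh1 ranked 2 on the AP side of PC1. On the IP side Hes6 ranked 8 and 50 on 2 probe sets, Gadd45g, Eomes and Neurog2 ranked 26, 57 and 68, and Insm1 ranked 479. Neuronal genes ranked above these IP markers on that side, with Neurod6 at 2, Tubb3 at 4 and Elavl4 at 7. Other AP genes at E16 were Id4 at rank 182, Slc1a3 at 220, Hes5 at 3127 and Fabp7 at 6499. The E16 IPs and APs were 2.11 pooled SD apart on PC1, which held 6.77% of the variance, and 8 of 10 IPs lay above all 17 APs. This E16 gap was 0.292 in the signals as deposited and 0.316 after scaling to the lys spike, an RNA added in known copies. When neurons joined the analysis, the mean PC1 scores rose from APs over IPs to neurons, with means of -45.3, 89.5 and 273 at E11 and of -64.2, 84.9 and 244 at E16, the last from 1 neuron. Single cells overlapped. The highest E16 IP, at 259, lay above that neuron, and the lowest, at -31.3, lay among the APs. At E11 the cell #E11-31i, at 199, lay above the highest IP, at 197.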

Because the Notch signalling pathway is the canonical signalling pathway that is differentially expressed between the IPs and APs from E11 to E14 (ref. 13) and E16 (Supplementary Fig. 3), we investigated the temporal change in the Notch signalling status of the progenitors by performing PCA focused on 21 genes related to Notch signalling (Supplementary Fig. 4). 

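Notch receptors on one cell are activated by Delta and Jagged ligands on its neighbours, and the Hes genes they switch on keep a progenitor undifferentiated. How evenly APs run this pathway can be read from the cell-to-cell SD of its genes. A list of 25 pathway genes drawn up from earlier knowledge had 23 past the expression filter, and the 21 genes of Supplementary Fig. 4 were not used here. Notch2 had the largest fall in SD, with a mean of 4.65 (SD 4.16) in E11 APs and 10.75 (SD 0.96) in E16 APs. It was over 20 copies in 3 of 23 and 15 of 17 cells. Most E11 APs were thus under the 20-copy level for Notch2. The fall in its SD therefore does not show variable expression that became even. The SD of the receptor Notch1 was 2.81 at E11 and 1.86 at E16. The Fringe glycosyltransferases Rfng and Mfng, which tune the response to ligands, had SDs of 3.64 and 3.50 at E11 and 1.98 and 1.89 at E16. Mfng had a mean of 3.82 in E16 APs, with 1 of 17 cells over 20 copies. Its SD there is mostly a spread of signals under the 20-copy level and does not show even expression. Other members were more variable at E16. The effector Hes5 had SDs of 3.05 and 4.06, the ligand Dner 2.40 and 3.92, and the ubiquitin ligase Mib1, which the ligands need for signalling, 2.15 and 3.60. The levels of these genes were not weighed as for Notch2 and Mfng, so their SDs can also hold spread under the 20-copy level. Another Dner probe set had a mean of 0.62 in E11 APs, with 1 of 23 cells over 20 copies. In all, 11 of 23 genes had the larger SD at E11. This count and the sums below include members whatever their level. The median SD over the list was 2.38 at E11 and 2.05 at E16, while the median difference per gene, E16 minus E11, was 0.13 (percentile 33.8), -0.09 in the signals as deposited and 0.00 after lys scaling. The variance summed over the list was 159.7 at E11 and 154.7 at E16 in APs, but 142.4 and 153.8 without Notch2, and it was also higher at E16 without Mfng or without Rfng. Among APs and IPs together it was 192 and 210.4, and 8 of 23 genes had the larger SD at E11, but IPs are 3 of 26 of these cells at E11 and 10 of 27 at E16, so differences between the types add more spread at E16. Across all genes the median SD in APs was 2.53 at E11 and 2.72 at E16.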

Interestingly, the expression of these Notch signalling genes shifted from highly variable to relatively uniform among individual progenitors as development proceeded from E11 to E16. This change in Notch signalling is consistent with the shift in Notch activation mode from mutual activation among APs at the proliferative state^9^,^11^ into the lateral inhibition mode in the neurogenic state^12^,^13^ (see Discussion).

### Developmental pattern of gene-expression profiles of APs

Because the temporal pattern of gene expression in self-renewing progenitors could play important roles in transitions of cortical progenitor states as well as the laminar fates of descendant neurons^1^, we examined temporal changes in AP gene expression. To this end, we first selected the genes that showed significantly differential expression among E11, E14 or E16 single APs (Supplementary Data 1) (384 probe sets, selected by analysis of variance (ANOVA), false discovery rate (FDR)<0.1) (genes that showed significantly differential expression among the E11, E14, or E16 single IPs are presented in Supplementary Data 2). 

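As the cortex ages, its APs turn from rapidly expanding neuroepithelial cells into radial glia that carry a growing set of astrocyte-related genes. Genes with large differences between the 23 E11 APs and the 17 E16 APs fall on both sides of this change. Tenascin C (Tnc), a matrix glycoprotein of the late ventricular zone, had a mean of 2.53 (SD 1.26) at E11 and 11.88 (SD 1.12) at E16, at least 4.33-fold higher, and was over 20 copies in 0 of 23 and 17 of 17 cells. The secreted pentraxin Ptx3 was over 20 copies in 1 of 23 and 15 of 17 cells, at least 3.46-fold higher. Slc9a3r1, a scaffold that ties membrane proteins to ezrin, was at least 2.96-fold higher. The secreted matrix protein Ccdc80 and the astrocyte chaperone clusterin (Clu) were at least 2.17-fold and 1.26-fold higher. In the other direction, the tight-junction receptor Cxadr had means of 11.08 (SD 1.05) at E11 and 3.44 (SD 3.48) at E16, at least 2.49-fold lower, and was over 20 copies in 21 of 23 and 1 of 17 cells. Bcl11a, a zinc-finger factor of deep-layer neurons and early progenitors, was at least 1.68-fold lower. The gap-junction protein connexin 43 (Gja1) was over 20 copies in 17 of 23 and 1 of 17 cells. Ildr2 and Uspl1 were at least 1.28-fold and 1.30-fold lower. The cells of both stages were typed as APs from these same arrays, so their AP genes are no independent test of type. The 17 AP genes had a median difference, E16 minus E11, of 0.85 (percentile 99.97), 0.41 in the signals as deposited and 0.20 after lys scaling, and among them the fatty acid binding protein Fabp7 had means of 8.42 (SD 3.74) and 13.88 (SD 0.28). The glutamate transporter Slc1a3 was over 20 copies in 1 of 23 and 9 of 17 cells. Of the 16 IP genes, 0 had a mean over 20 copies in the APs of either stage, and their median difference was -0.36 (percentile 15.2).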

As shown in Fig. 2a, the majority of these genes changed their expression levels between E11 and E14 (303 probe sets among the 384 selected probe sets), as exemplified by *Flrt3* (E11>E14) and *Rlbp1* (E11<E14) (Fig. 2b; Supplementary Fig. 5). 

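Flrt3 and Rlbp1 stand for the 2 directions of the early switch. Flrt3 is an adhesion molecule with leucine-rich repeats that also acts in FGF signalling, and Rlbp1 binds retinaldehyde and marks radial and Müller glia. In the E11 and E16 arrays, Flrt3 was over 20 copies in 7 of 23 E11 APs and 0 of 17 E16 APs, with means of 7.34 (SD 3.73) and 1.98 (SD 2.21), both under the 20-copy signal. Rlbp1 was over 20 copies in 1 of 23 E11 APs and 17 of 17 E16 APs, and its E16 mean of 12.06 (SD 0.61) was at least 4.89-fold higher. Of the probe sets that Supplementary Data 1 lists as higher at E14 than at E11, 229 in all, 222 were higher and 7 were lower in E16 APs than in E11 APs. Their median difference was 4.18, and the median share of cells over 20 copies was 4.35% at E11 and 47.1% at E16. Of the 74 probe sets listed as lower at E14, 74 were lower at E16, with a median difference of -3.85 and median shares of 47.8% and 11.8%. The paper chose these probe sets on arrays that include the E11 and E16 cells, so their direction is not independent evidence.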

A smaller number of genes changed later between E14 and E16 (107 probe sets among the 384 selected probe sets), as *Tcerg1* (E14>E16) and *Tgfb2* (E14<E16) did (Fig. 2b; Supplementary Fig. 6). Among these genes, several genes were expressed in a mediolateral gradient (Supplementary Fig. 7).

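Tgfb2, a secreted growth factor of the TGF-beta family, belongs to the later changes. Tgfb2 was over 20 copies in 0 of 23 E11 APs and 3 of 17 E16 APs, and both probe sets of the gene had E16 means under the 20-copy signal, 5.98 (SD 4.07) and 6.14 (SD 2.97). For the late group the E11 cells say whether a level reached at E16 differs from the starting level. Of the 35 probe sets listed as higher at E16 than at E14, 35 were higher in E16 APs than in E11 APs, with a median difference of 5.15. The median share of E11 APs over 20 copies was 0% for these probe sets. Of the 72 listed as lower at E16 than at E14, 57 were lower than at E11 and 15 were higher, with a median difference of -1.94.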

We performed PCA using all APs of the three stages (total *N*=73 cells) to objectively evaluate the temporal changes in global gene expression in APs (Fig. 2c; Supplementary Fig. 8). In the scatter diagram of PC1/PC2 scores, PC1 clearly revealed a large difference between the E11 and E14 cell populations, consistent with the comparison described above. 

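A principal component of AP profiles that follows age should place every cell of one stage apart from every cell of the other. With the 23 E11 APs and 17 E16 APs alone, PC1 held 6.72% of the variance and PC2 held 3.95%. On PC1 the E11 APs had a mean score of -82.9 (SD 29.4) and the E16 APs a mean of 112 (SD 32.0). Scores ran from -133 to -6.65 at E11 and from 71.4 to 169 at E16, so the stages did not overlap. The stage means lay 6.35 pooled SD apart on PC1 and 0.456 apart on PC2. The gap on PC1 was 1.76 in the signals as deposited and 2.22 after lys scaling. Loadings of the AP genes sat towards E16 (percentile 99.95 of random lists), as did those of the glial genes (percentile 100), while the 16 IP genes lay at percentile 39.9. The neuron, sex and stress lists also sat towards E16, at percentiles 99.74, 99.13 and 97.73.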

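Heterochronic genes set the timing of developmental steps, and Hmga2, a chromatin protein of young stem cells that is repressed by let-7 microRNAs, is the best known among them in neural progenitors. One Hmga2 probe set ranked 2 of 20523 on the E11 side of PC1 of the E11 and E16 APs, and the other ranked 5. Their means were 12.07 (SD 0.71) and 12.57 (SD 0.81) in E11 APs and 2.59 (SD 3.48) and 4.78 (SD 2.14) in E16 APs. The first was over 20 copies in 22 of 23 and 1 of 17 cells, at least 4.95-fold lower at E16. That probe set also differed between cell types at E11. Its mean was 11.55 in the 24 APs and 0.47 in the 3 IPs, with 0 of 3 IPs over 20 copies. Igf2bp3, an RNA-binding protein of the same let-7 circuit, was over 20 copies in 14 of 23 and 1 of 17 cells, with means of 10.11 (SD 0.92) and 7.57 (SD 1.95). Igf2bp1 had means of 8.25 and 5.96. The 4 heterochronic genes past the expression filter were all lower at E16, by a median difference of -2.41 (percentile 0.23). Among genes that the paper ties to its temporal axis, Crabp2, a retinoic acid binding protein, ranked 1 on the E11 side, Tubb3 ranked 3, Dmrta1 ranked 8, Lrrn1 ranked 9 and Fndc3c1 ranked 11. The Wnt receptor Ror2, over 20 copies in 9 of 23 and 1 of 17 cells, ranked 12. On the E16 side Pag1 ranked 1, Ptn ranked 3, Zbtb20 ranked 4, Rlbp1 ranked 7, Ednrb ranked 16 and Aldoc ranked 17. The remaining temporal-axis genes ranked lower on their sides. Towards E11 they were Sulf2 at 15, Flrt3 at 25, Dmrt3 at 38 and Chst2 at 180. Towards E16 they were Adgrb3 at 46, Epha5 at 91 and Sema5a at 128. Patterning factors that lay out the cortical field were lower at E16, with a median difference of -1.93 over 10 genes (percentile 0.01). That median was -2.71 after lys scaling, -1.17 from medians over cells and -0.24 with signals under 870.2 raised to it. Dmrta1 and Dmrt3, which the study itself picked from these arrays, and Emx2 were among the lower patterning genes. Emx2 had means of 11.07 (SD 1.38) and 7.94 (SD 2.75). Pax6 and Nr2f1 were the 2 members with higher means, 11.84 against 10.71 and 11.66 against 9.70.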

The top 10 genes that contributed positively or negatively to PC1 (Fig. 2c) included those involved in the control of heterochronic genes, such as *Hmga2* (ref. 24), as well as ‘temporal-axis' genes (see later).

Our results indicate that APs undergo large genome-wide changes in gene expression between E11 and E14, rather than between E14 and E16 (see later sections). To evaluate how APs change their characteristics between E11 and E14, we performed GO analysis of the top 150 probe sets that contributed positively or negatively to PC1. According to functional annotations^25^, many E11>E14/E16 genes (‘PC1-positive' genes) were related to ‘nucleoprotein biogenesis', ‘cancer pathway' or ‘cell cycle' (Supplementary Table 2). Therefore, the genome-wide transition in the AP state from E11 to E14 appears to involve a shift in the proliferation mode of APs. On the other hand, many E11<E14/E16 genes (‘PC1-negative' genes) are related to ‘polysaccharide binding', ‘extracellular matrix', or ‘cell adhesion', suggesting that between E11 and E14, progressive changes occur in the extracellular environments surrounding APs.

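Cells that divide fast must make ribosomes and copy their DNA often, so genes of ribosome assembly and of the cell cycle track how proliferative an AP is. The 23 ribosome biogenesis genes past the expression filter had a median difference of -1.21 between E16 and E11 APs (percentile 0.015). Of these genes, 19 of 23 were lower at E16. The median was -1.90 after lys scaling and -0.29 with signals under 870.2 raised to it. Nucleophosmin (Npm1), an abundant nucleolar chaperone, had means of 13.47 (SD 0.30) and 12.36 (SD 0.70) and stayed over 20 copies in every AP. The RNA methyltransferase fibrillarin (Fbl) was over 20 copies in 23 of 23 and 14 of 17 cells. Pno1, which matures the small ribosomal subunit, was over 20 copies in 17 of 23 and 1 of 17 cells. Genes of the G1/S transition were lower at E16 by a median difference of -1.09 (percentile 0.12), and 16 of 18 members were lower. Cyclin D1 (Ccnd1), which drives cells through G1, showed it most on one probe set, with means of 10.36 (SD 2.92) and 5.30 (SD 3.63), at least 1.51-fold lower. Its other probe set had means of 11.85 (SD 0.94) and 7.26 (SD 2.84). The replicative helicase subunit Mcm7 had means of 12.80 (SD 0.29) and 10.89 (SD 2.83). Mycn, a driver of ribosome production and progenitor expansion, was over 20 copies in 22 of 23 and 6 of 17 cells. For the 18 genes of G2 and mitosis the median difference was -0.83 (percentile 1.25), within the spread between cells, from -1.35 after lys scaling to -0.04 with signals under 870.2 raised to it. Within that list the proliferation marker Mki67 and topoisomerase Top2a kept their levels, with means of 11.34 and 11.45 for Mki67 and of 12.28 and 12.30 for Top2a. At E11 the 3 IPs also had lower ribosome biogenesis genes than the 24 APs, by a median difference of -1.73 (-0.71 without the IP 41G).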

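APs contact the ventricular fluid, the basement membrane and each other, and they both secrete and bind the sugar-rich matrix around them. The proteoglycan neurocan (Ncan) was over 20 copies in 10 of 23 E11 APs and 17 of 17 E16 APs, with means of 6.91 (SD 3.65) and 11.91 (SD 0.80). Brevican (Bcan), of the same family, was over 20 copies in 0 of 23 and 8 of 17 cells. Ptprz1, a receptor phosphatase that carries chondroitin sulphate, had means of 9.09 (SD 3.42) and 12.67 (SD 0.47), and the matrix protein Sparc was over 20 copies in 5 of 23 and 13 of 17 cells. Other matrix genes were lower at E16. Fibronectin (Fn1) was over 20 copies in 19 of 23 and 4 of 17 cells, and the basement membrane collagen Col18a1 in 12 of 23 and 1 of 17. The heparin-binding factor midkine (Mdk) had means of 12.32 and 12.12. Over all 28 matrix and polysaccharide-binding genes past the filter, 14 were higher and 14 lower at E16, with a median difference of 0.03 (percentile 69.6). The paper instead annotated the probe sets with the strongest loadings on PC1, which a median over a list does not test. That median was -0.43 in the signals as deposited, -0.51 after lys scaling, 0.45 without the expression filter, 0.73 with genes over 20 copies in at least 3 cells, 0.46 from medians over cells and 0.75 when cells sharing a label number were averaged first. The adhesion genes lay higher at E16 by a median of 0.47 (percentile 97.6), with 17 of 24 higher, but by -0.01 after lys scaling and by -0.04 when label numbers were averaged. Neural cell adhesion molecule Ncam1 was over 20 copies in 5 of 23 and 12 of 17 cells and its relative Nrcam in 0 of 23 and 7 of 17. The protocadherin Pcdh19 went the other way, from 17 of 23 to 2 of 17 cells.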

### Identification of ‘temporal axis' and ‘differentiation axis'

As we described above, Notch signalling status changes over time in cortical progenitors; hence, the temporal changes in AP gene expression must include the consequences of a shift in the differentiation status of APs. Therefore, we tried to distinguish exclusively temporal components from those related with the differentiation status of APs. As the first step in doing so, we incorporated information related to the differentiation status of all progenitors into our global transcriptional profiling of progenitors by performing PCA for all progenitor populations (AP and IPs) at both E11 and E14 (*N*=82). Within the coordinates of PC1 and PC2 (Fig. 3a; Supplementary Fig. 9), which represent two major types of variation among samples, individual cells were distributed as four separate groups (E11 APs, E11 IPs, E14 APs and E14 IPs).

We found that a rotation of the coordinates in the PC1–PC2 diagram clarified the temporal axis and differentiation axis (Fig. 3b). In particular, the coordinates were rotated such that the temporal axis of the AP population became parallel with the vertical axis, i.e., so that the median *X* value of the E14 APs was equal to that of the E11 APs. Such a rotation of the PC1–PC2 coordinates also rotates the vectors that represent the contribution of each gene to the PC1–PC2 coordinates (Fig. 3b). 

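An axis of differentiation should be headed by genes that switch when an AP becomes an IP, whatever the age of the cell. A rotation like the one described for E11 and E14 was made with the E11 and E16 APs and IPs, 53 cells without #E11-31i, a step added after the other analyses had been planned. The medians of PC1 and PC2 were taken in each AP group and the line between them was made vertical, which is not quite the paper's rule of equal medians on the new horizontal axis. PC1 held 5.36% and PC2 4.01% of the variance before the rotation. On the rotated horizontal axis, the AP membrane protein Ttyh1 ranked 1 of 20523 probe sets on one side. On the other side the growth-arrest gene Gadd45g ranked 4 and the T-box factor Eomes (Tbr2) ranked 11, followed by Neurog2 at 28 and Insm1 at 35. The vertical axis was headed by other genes, with Pag1, Ptn and Zbtb20 at ranks 1, 2 and 4 towards E16 and Crabp2, Tubb3 and Lrrn1 at ranks 1, 3 and 7 towards E11. Tubb3, which encodes a tubulin of neurons, also ranked 65 on the IP side of the horizontal axis. With equal medians on the new axis, as in the paper's rule, Ttyh1, Gadd45g and Eomes ranked 1, 4 and 10 on their sides and Tubb3 ranked 103 on the IP side.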

In the new coordinate system following the rotation, genes that contributed highly to the horizontal axis (or nearly parallel to the horizontal axis) turned out to include those reflecting differences between APs and IPs^13^, such as *Eomes* (*Tbr2*), *Gadd45g* and *Ttyh1* (Supplementary Fig. 3). Concomitantly, IPs and APs were distributed along this new horizontal axis. Thus, we conclude that the rotation of the axes such that the vertical axis is interpreted as the temporal axis causes the horizontal axis to represent the differentiation status of progenitor cells. 

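The rotation itself sets the APs of both stages to about the same horizontal place, so their means there, -35.5 (SD 35.8) at E11 and -34.8 (SD 43.7) at E16, are no finding. The IPs lay to the other side, at 145 (SD 92.9) for the 3 E11 IPs and at 97.2 (SD 89.8) for the 10 E16 IPs. Among the E16 IPs the scores ran from -9.42 to 243, which overlaps the APs. Under the paper's rule the horizontal means were -40.8 and -28.1 in E11 and E16 APs and 140 and 99.4 in the IPs. Vertical scores averaged -86.1 (SD 23.6) in E11 APs and from -93.4 to -49.2 in E11 IPs. At E16 the vertical means were 107 (SD 24.2) in APs and 38.8 (SD 32.9) in IPs.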

Of note, these two axes are orthogonal to each other, implying the underlying biological phenomena are separable.

Based on these statistical procedures, we were able to identify genes that contributed highly to the temporal axis, either negatively or positively, as the ‘temporal-axis genes'. Lists of the top 10 genes are shown in Fig. 3c–e. Interestingly, changes of the temporal-axis genes in expression from E11 to E14 tend to be in parallel between APs and IPs; genes expressed at low levels in E11 APs but high levels in E14 APs also exhibited a similar pattern in IPs (low at E11; high at E14), and vice versa, as shown in Fig. 3d,e. This observation suggests that temporal information, represented by these temporal-axis genes, is inherited by IPs from APs.

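If IPs carry the age of the APs that made them, genes that mark the age of APs should differ between young and old IPs in the same direction. The genes read here were the 18 temporal-axis probe sets of Fig. 3d,e, 9 high at E14 and 9 high at E11, which the study picked on APs and IPs of E11 and E14 together, so a difference between E11 and E16 is not independent of that choice in either cell type. The midkine relative Ptn, a heparin-binding growth factor, was over 20 copies in 5 of 23 E11 APs and 17 of 17 E16 APs, and in 0 of 3 E11 IPs and 9 of 10 E16 IPs. It was at least 9.30-fold higher in the older APs and at least 2.39-fold higher in the older IPs. Zbtb20, a zinc-finger repressor that helps time the neuron layers, was over 20 copies in 0 of 23 and 13 of 17 APs and in 0 of 3 and 8 of 10 IPs. Pag1, an adaptor that restrains Src kinases, was at least 3.26-fold higher in E16 APs, with a mean of 11.47 (SD 1.09). Ednrb, another E14-high gene, was over 20 copies in 14 of 17 E16 APs but 2 of 10 E16 IPs, with means of 10.22 and 4.07. Crabp2, which carries retinoic acid, had means of 11.97 (SD 1.21) and 0.74 (SD 0.72) in E11 and E16 APs and of 12.20 (SD 0.41) and 0.66 (SD 0.58) in IPs, at least 4.60-fold and 5.42-fold lower at E16. Of the 18 probe sets, 18 differed in the same direction in APs and IPs. The median difference of the E14-high genes was 8.50 in APs and 5.57 in IPs, and that of the E11-high genes was -6.89 and -5.20. Across the 18 probe sets the differences correlated with r = 0.910, but within the E14-high genes with r = 0.083 and within the E11-high genes with r = 0.655, and probe sets are not independent replicates. For all 20523 probe sets r was 0.213, with 11455 in the same direction. Of the probe sets of Supplementary Data 1 that rise from E11 to E14, 189 of 229 differed in the same direction in APs and IPs, but of those that fall 42 of 74, with median differences of -3.85 in APs and -0.74 in IPs. A temporal score was taken as the mean of the E14-high minus the mean of the E11-high genes in each cell. This score differed between E16 and E11 by 14.62 in APs (pooled SD 1.26) and 11.27 in IPs (pooled SD 1.82). With the probe sets of Supplementary Data 1 the differences were 8.51 in APs and 3.96 in IPs. With signals under 870.2 raised to it they were 2.32 and 1.59. The lists of cell type differed with stage as well, since the IP list was lower in E16 than E11 IPs by a median of -2.22 and the AP list higher by 2.27. From the parallel change of these genes in both cell types, the paper proposes that IPs inherit temporal information from APs.

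**Figure D1:**
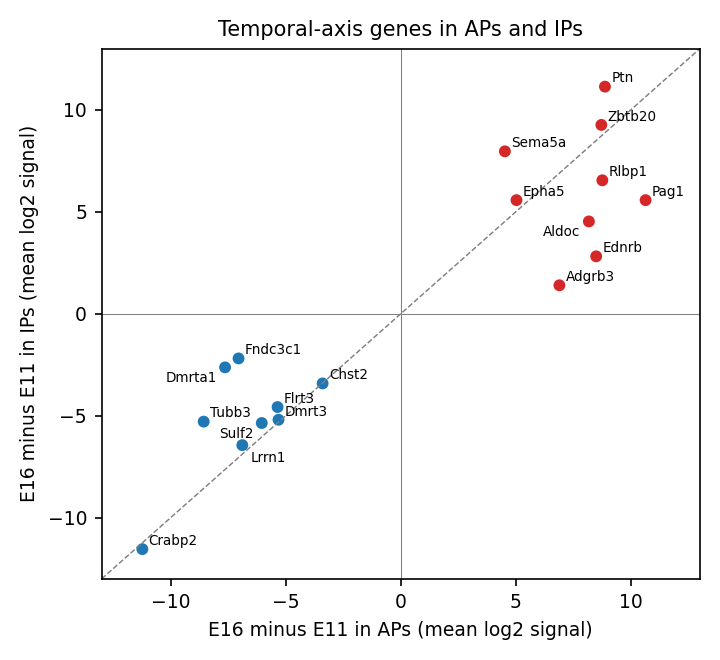
Difference in mean log2 signal between E16 and E11 for the 18 temporal-axis probe sets, in APs on the horizontal axis (17 and 23 cells) and in IPs on the vertical axis (10 and 3 cells), with equal differences along the dashed line. The 9 E14-high genes lie above 0 on both axes and the 9 E11-high genes below 0 on both.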

### APs change their gene-expression pattern mainly in E12

Using these temporal-axis gene sets, we analysed detailed temporal patterns in the gene expression of APs from E11 to E14. To do so, we generated additional single-cell cDNAs from E10, E12, and E13 cerebral walls, and selected single APs as *Ki67*^+^/*Ttyh*1^+^/*Tbr2 (Eomes)*^−^ cells by quantitative real-time PCR (qPCR), as this combination of markers reliably identifies APs^13^ (Fig. 3b). We then examined the expression levels of 18 temporal-axis genes (Fig. 3c–e) in those single-cell cDNAs. As shown in Fig. 4a, these genes changed their expression levels in the AP population gradually during development. This gradual change appears to proceed in individual APs, because APs at E12 and E13 frequently co-expressed both E11-type genes (including transcription factors such as *Dmrt3* and *Dmrta1*) and E14-type genes (such as the *Zbtb20* transcription factor). We then statistically evaluated how the 18 temporal-axis genes changed their expression levels in APs over time, by performing PCA for these genes for all APs (mixture of E10–E14, *N*=102) (Fig. 4e; Supplementary Fig. 10). The PC1 scores of APs showed the widest distribution at E12 during E10 and E14, indicating that the temporal-axis genes mainly changed their expression around E12. Taken together, these results suggest that the transition in temporal-axis gene expression gradually proceeds in individual APs around E12. At around this stage, the shift from the proliferative to neurogenic character occurs gradually^26^. This, and the results of the GO analysis of PCA for all APs, suggest that the major shift in the temporal-axis genes associates with the transition from the proliferative state to the neurogenic state (see Discussion).

### Cell-cycle arrest does not prevent AP transitions

We next investigated whether cell-cycle progression was necessary for temporal changes in AP gene expression. Overexpression of cyclin-dependent kinase (Cdk) inhibitor arrests the cell cycle of cortical progenitor cells, and also leads to precocious differentiation^27^. Therefore, the simultaneous overexpression of the Cdk inhibitor Cdkn2c (p18)^28^ and the intracellular domain of Notch1 (NICD) should arrest the cell cycle of APs, because *NICD* maintains self-renewal potential^29^,^30^. When the E11 or E12 cerebral wall was electroporated with *NICD* and *p18*, together with *Egfp* (Fig. 5a), the majority of EGFP^+^ cells were confined to the E14 VZ (Fig. 5b; Supplementary Fig. 11), consistently with the radially elongated Nestin^+^ and BLBP^+^ fibres (Fig. 5e–g). These EGFP^+^ cells were positive for the AP markers Pax6 and Sox2 (refs 31, 32, 33), (Fig. 5i,j,l) and negative for Tbr2 (Fig. 5k,l), a marker of differentiating cells^33^. On the other hand, the proportions of BrdU^+^ S-phase cells and PH3^+^ M-phase cells were significantly reduced in EGFP^+^ cells relative to control cells (Mann–Whitney *U* test, Fig. 5c,d). In addition, Ki67 immunoreactivity was rarely seen (Fig. 5h,l). These results demonstrated that NICD/p18 co-overexpression successfully blocked cell-cycle progression of APs while maintaining AP properties.

We then investigated the effects of simultaneous expression of NICD and p18 on temporal gene expression of APs by focusing on the 18 temporal-axis genes described above (Fig. 3c–e). We electroporated the cerebral wall at E10 or E11 with *NICD* with or without *p18* (and *Egfp*, to allow visualization of the electroporated cells), and then generated cDNAs from single EGFP^+^ cells at E12, E13 or E14 (Fig. 4b–d). We identified APs retrospectively, by qPCR, as *Egfp*^*+*^*/Ttyh1*^*+*^*/Tbr2*^−^ cells, and confirmed the absence of *Ki67* expression in these cells after co-electroporation of *NICD* and *p18*, indicative of cell-cycle arrest. Thereafter, we examined expression levels of 18 temporal-axis genes by qPCR (Fig. 4b–d), and calculated the PC1 score for each AP cell (Fig. 4f–h) to depict overall changes from E12 to E14 in the gene expression of the AP population using PCA Component 1, which was obtained from wild-type APs at E10–E14 (Fig. 4e).

PC1 scores of NICD-expressing APs at E13 were higher than those of wild-type E13 APs (Fig. 4e,f, *P*=0.0049), suggesting that constitutive activation of Notch signalling affected expression levels of these temporal-axis genes to some degree (for example, decreased *Sema5a* expression). Nonetheless, NICD/p18 co-expressing APs clearly exhibited a temporal transition of PC1 scores from E12 to E14 (Fig. 4g,h), indicating that, even when cell-cycle progression was arrested, APs underwent temporal changes in gene expression. At E13 or E14, PC1 scores in NICD/p18 co-expressing APs were not distinguishable from those in APs solely expressing NICD (Fig. 4f,g, *P*=0.119 at E13; *P*=0.615 at E14). Similar results were also obtained after NICD/Cdkn1b (p27) co-expression (Supplementary Fig. 12). Therefore, cell-cycle arrest does not appear to have an additional effect beyond that of NICD on the expression of temporal-axis genes.

We also examined the gene expression profiles of NICD/p18 co-expressing APs by using microarray (*N*=4). 

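The intracellular domain of Notch1 (NICD) holds an AP in its undifferentiated state, and p18, encoded by Cdkn2c, blocks the G1 kinases, so a cell given both should stay an AP and stop dividing. The 4 arrays are single APs taken at E14, 3 days after electroporation at E11, and no electroporated control cell is among the arrays. These arrays and those of the E12 and neurosphere cells were each deposited at a trimmed mean intensity of 500.0, unlike the E11 and E16 arrays, and were compared with them after joint normalization. Notch1 was 13.70, 12.75, 13.70 and 13.60 in the cells M5A, M5K, M6C and M6H, against a mean of 4.94 (SD 2.71) in E11 APs. A second Notch1 probe set had a mean of 9.86 (SD 0.72). The pathway targets Nrarp and Hes5 were over 20 copies in 4 of 4 and 3 of 4 cells, with means of 12.61 (SD 0.32) and 11.02, whereas Hes1 had a mean of 2.39. Cdkn2c was 8.87, 6.29, 5.84 and 8.69 in the 4 cells and over 20 copies in 0 of 4, against a mean of 7.45 in E11 APs. Whether the Notch1 and Cdkn2c probe sets lie within the introduced sequences is not known from the files, so they do not tell the electroporated from the cell's own transcript, or whether p18 was expressed. The cells had been picked by qPCR as Ttyh1-positive and Tbr2-negative, so Ttyh1 at 12.54 (SD 0.60) and Eomes (Tbr2) over 20 copies in 0 of 4 are not independent of that choice. Sox2 was over 20 copies in 3 of 4 cells and Pax6 in 4 of 4. Neuronal genes were high in some of the cells, with list means of 6.01, 9.25, 9.04 and 3.70 in M5A, M5K, M6C and M6H. On the rotated axis of differentiation the cells lay at 13.0 to 43.1, above the AP means. The E16 IPs overlap the APs there, and the highest AP scores were 38.5 at E11 and 49.3 at E16. The differentiation score of the cells had a mean of -6.18, below the -4.84 of E11 APs and above the -6.63 of E16 APs.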

PCA on these cells with E11+E14 progenitors indicates that their temporal progression is not arrested (Fig. 4i; Supplementary Fig. 13). Together, these results strongly suggest that cell-cycle progression is not necessary for the transition of temporal identity genes in APs between E10/11 and E14.

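If the temporal programme of APs were tied to rounds of division, cells stopped at E11 should still look like E11 APs days later. In the 4 NICD/p18 APs the transcripts of dividing cells were low. Mki67, a protein of cycling cells, had a mean of 1.63 (SD 1.88) and Top2a one of 3.56 (SD 1.15), with 0 of 4 cells over 20 copies for either. Bub1, a kinase of the spindle checkpoint, was over 20 copies in 20 of 23 E11 APs and 0 of 4 NICD/p18 APs, and Rrm2, which makes deoxynucleotides for replication, in 23 of 23 and 0 of 4. All 18 genes of G2 and mitosis were lower than in E11 APs, by a median difference of -6.47. The 18 G1/S genes were lower by a median of -4.16 (-5.04 without the cell M5K). Against E16 APs these medians were -5.45 and -2.85, but -3.30 and -0.81 in the signals as deposited. Yet several genes of older APs were on. Rlbp1 was over 20 copies in 4 of 4 cells with a mean of 13.28 (SD 0.26), and the astrocyte enzyme Aldoc and Ptn had means of 13.46 and 13.54. Tnc, at 13.32 (SD 0.35), and Pag1, at 11.59 (SD 1.26), were high as well. Zbtb20 differed between the cells, at 9.27, 1.94, 9.93 and 3.10 in M5A, M5K, M6C and M6H. Sema5a, also E14-high, was 5.20 in M5K and at most 0.03 in the other cells, and the paper reports lower Sema5a under NICD. Of the 9 E14-high genes, 5 to 8 were over 20 copies in E16 APs. In M5A, M5K, M6C and M6H the counts were 5, 5, 7 and 5. Of the E11-high genes, Crabp2 had a mean of 3.15 (SD 3.53), while Sulf2, an enzyme that trims heparan sulphate, was over 20 copies in 2 of 4 cells. Tubb3, another E11-high gene, was 11.76 in M5K and 11.43 in M6C, above the E11 AP mean of 10.12. In M5A and M6H Tubb3 was far lower, at -0.18 and -0.38. The temporal score of the 4 cells had a mean of 5.25 (SD 2.04). This is 82.2% of the way from the mean of E11 APs to that of E16 APs, between 69.0% and 101% in single cells. M5K, M6C and M6H lay below the lowest E16 AP, at 91.8%. With the probe sets of Supplementary Data 1 the mean place was 98.5%. By the paper's log means, probe sets rising from E11 to E14 made a median 110.5% of their E11-to-E16 change by E14. For those falling it was 108.9%, so the level of E14, the age of these cells, may lie near 100%. Whether the NICD/p18 APs lag behind it was not tested. On PC1 of the E11 and E16 APs, onto which these cells were projected, their mean place was 79.1% of the way, with 90.0%, 67.8%, 67.0% and 91.6% in M5A, M5K, M6C and M6H. This place on PC1 was 68.7% after lys scaling but -31.2% in the signals as deposited, while the place by the temporal score, in which a factor common to a whole array cancels, was 80.1% in both. Patterning genes were lower than in E11 APs by a median of -2.17 (percentile 0.1), though by -0.58 in the signals as deposited, and 17 of 24 adhesion genes were higher (percentile 100 for their median). The paper reads the place of these cells among E11 and E14 progenitors as a temporal progression that is not arrested. In its analysis 2 of the 4 cells lay among E14 APs and the other 2 near E14 IPs. The paper proposes that the latter may reflect an effect of p18 on differentiation. From this together with its qPCR of 18 genes it proposes that progression of the cell cycle is not needed for the temporal change.

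**Figure D2:**
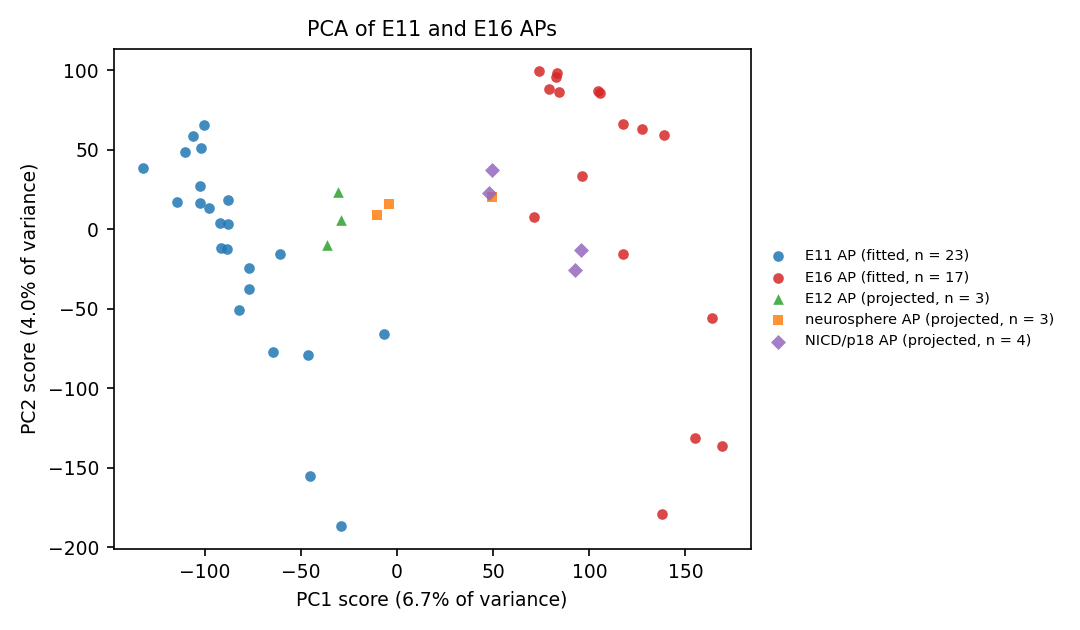
Scores on PC1 and PC2 of single APs, with E11 and E16 APs used to find the components and E12, neurosphere and NICD/p18 APs projected onto them. The NICD/p18 cells lie 67.0% to 91.6% of the way from the E11 mean to the E16 mean on PC1, a place that is -31.2% on average in the signals as deposited.

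**Figure D3:**
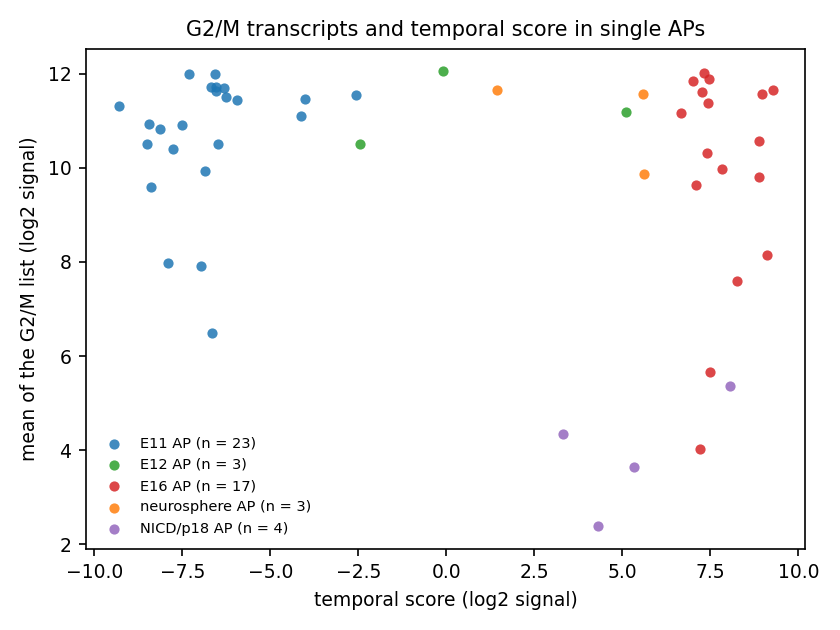
Mean log2 signal of the 18 genes of G2 and mitosis against the temporal score in each AP, by group. The NICD/p18 APs have G2 and mitosis means of 2.38 to 5.37 and temporal scores of 3.32 to 8.06, while E11 APs have scores of -9.31 to -2.57.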

### Effect of transient cell-cycle arrest on laminar fate

Our results regarding the effect of the cell cycle on temporal-axis genes are not consistent with previous studies that argued that the laminar fate of neurons is correlated with the number of cell cycles that their progenitors have executed *in vivo*^34^. Therefore, we investigated whether cell-cycle arrest would affect the temporal laminar fate transition in APs in our experimental system.

Cortical progenitors overexpressing NICD at the early neurogenic stage fail to produce early born neurons, but start to generate late-born neurons instead of early born neurons if NICD overexpression is halted 2 days later^29^. Modifying this strategy, we examined the laminar specificity adopted by neurons after cortical progenitors experienced temporal cell-cycle arrest due to the activation of Notch and p18 (Fig. 6), because NICD alone did not arrest cell-cycle progression of the progenitor cells (Fig. 5b). If early born neurons were generated from cortical progenitors after temporary Notch/p18 activation, then it would imply that cell-cycle progression is required in order for cortical progenitors to proceed with the transition of laminar fate. On the contrary, if late-born neurons were generated after the same treatment, it would indicate that cell-cycle arrest does not affect progressive changes in the laminar fate of neurons. For temporary expression of both NICD and p18 in APs, the activation and termination of the two genes were controlled by a double *in vivo* electroporation method^29^ based on the Cre-recombinase-loxP system (Fig. 6a): the first electroporation for expression plasmids of NICD and p18, and the second one for Cre-recombinase expression. At E11, we performed the initial *in vivo* electroporation to express p18 and NICD, along with RFP. After 2 days, the second electroporation was performed at E13 to express Cre recombinase, which excised *p18*, *NICD* and *RFP* cDNA sequences at the flanking loxP sites to allow EGFP expression in double-electroporated cells (Fig. 6a). At E13, we confirmed, by 30-min EdU labelling, that RFP^+^ cells were not cell cycling (Fig. 6b). Six days after the second electroporation (at E19/P0), most RFP^+^ cells (NICD/p18 co-expressing APs under cell-cycle arrest) were still confined to the VZ, whereas EGFP^+^ double-electroporated cells were present in the cortical plate (CP) and intermediate zone (Fig. 6c). These EGFP^+^ cells in the CP were positioned in the upper layers (Fig. 6e), and they were positive for the upper-layer marker Cux1 (ref. 35) and negative for the deep-layer marker Tbr1 (ref. 36) (Fig. 6f–h), suggesting that these cells were upper-layer neurons. The positions of EGFP^+^ cells were farther outside the CP than control RFP^+^ cells that had been electroporated at E13 (Fig. 6c–e); a similar result was obtained when the initial electroporation was performed at E10 (Supplementary Fig. 14). We reasoned that double-electroporated cells took time to resume cell-cycle progression and differentiation. Consistent with this, 15.1±1.9% of EGFP^+^ CP cells were EdU^+^ when pulse labelled at E14, one day after the second electroporation (Supplementary Fig. 14). We also confirmed that the EGFP^+^ CP cells rarely incorporated EdU when administered three times at 4 h intervals at E12 (Fig. 6a,i–k), indicating that these cells had undergone arrested cell-cycle progression at E12.

Together, these results suggest that transient cell-cycle arrest *in vivo* does not interfere with the laminar fate transition of APs from deep layers to upper layers during the neurogenic phase.

### Transition of temporal-axis genes in clonally maintained APs

Finally, we investigated to what extent the temporal change in AP gene expression was controlled in a cell-autonomous manner. For this purpose, ideally no cell should be in contact with individual APs. Thus far, this type of study has not been successfully performed, because APs proliferate to generate clones of two or more cells, and non-cell-autonomous or contact-dependent effects from sibling cells could not be excluded even in clonal culture. By contrast, NICD/p18 co-expressing APs can maintain the one-cell state *in vitro* (Fig. 7a,b), thus enabling for the first time a stringent examination of cell-autonomous effects.

We introduced *NICD* and *p18* (together with *Egfp*) into the cerebral wall of E10 mice (Fig. 7a); 1 day later, the cells were dissociated and cultured at clonal density. Three days after *in vitro* culture, we obtained cDNAs from each of the single EGFP^+^ cells from one-cell clones (Fig. 7b), and identified APs as *Ttyh1*^+^/*Tbr2*^−^ cells to examine the expression levels of 18 temporal-axis genes by qPCR. To evaluate the effects of culture media on temporal gene expression, we also isolated single AP cells from neurospheres grown in the same media.

In APs from neurospheres (*Ki67*^*+*^*/Sox2*^*+*^*/Pax6*^*+*^*/Ttyh1*^*+*^*/Tbr2*^−^ cells), the expression levels of some temporal-axis genes were similar to those in E14 APs *in vivo*, whereas the expression levels of other genes were not (Fig. 7c,d). For example, *Sulf2* was expressed both in all neurosphere-derived APs and in all NICD/p18 co-expressing clonal APs, more frequently than in *in vivo* APs (*P*=0.0006 and *P*=0.0031, respectively, Fisher's exact test), suggesting that *Sulf2* expression was affected by the culture media. The expression levels of 18 temporal-axis genes differed significantly between the neurosphere-derived APs and APs *in vivo* (PC1 scores, *P*=0.0273, Mann–Whitney *U* test). Together, the expression of the temporal-axis genes and the results of the microarray global gene expression analysis (Supplementary Fig. 15) suggest that the neurosphere-derived APs partially but not precisely reflect the *in vivo* changes in the temporal gene-expression levels of APs.

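Neurospheres are floating balls of progenitors grown in medium with growth factors, away from the tissue that surrounds an AP. The 3 neurosphere APs came from E11 cells kept 3 days in vitro. Their surroundings differ from the embryo in medium as well as in tissue, and other cells of the sphere still act on them. Whether a gene moved or stayed therefore does not tell if it depends on the tissue. Ptn and Aldoc were over 20 copies in 3 of 3 cells, with means of 12.94 (SD 0.23) and 12.94 (SD 0.34), close to their levels in old APs. Ednrb, an endothelin receptor of glial progenitors, was at least 3.82-fold higher than in E11 APs. Hmga2 and Crabp2, high in E11 APs, were over 20 copies in 0 of 3 cells, at means of 1.72 (SD 1.38) and 0.97 (SD 0.79). Other genes followed in part or not. Zbtb20 was over 20 copies in 1 of 3 cells against 0 of 23 E11 APs, Rlbp1 in 2 of 3 against 1 of 23, and the nuclear factor Nfix in 0 of 3 against 6 of 23. Sulf2, an E11-high gene, was over 20 copies in 3 of 3 cells with a mean of 10.36 (SD 0.38), above the mean of 8.37 in E11 APs. The paper proposes that the culture media affected Sulf2. Midkine, abundant in APs of the embryo, had a mean of 8.46 (SD 0.68), under the 20-copy signal in 3 of 3 cells. Genes of another lineage were high. Olig1, a factor of the oligodendrocyte lineage, was 12.74, 13.30 and 13.64 in the 3 cells, at least 11.0-fold above E11 APs, and Olig2 was over 20 copies in 2 of 3. As a list, glial genes were higher than in E11 APs by a median of 2.91 (1.17 without the cell W6D). That median was 4.73 in the signals as deposited and 0.42 with signals under 870.2 raised to it. It was 0.97 without the expression filter and 0.97 from medians over cells. Patterning genes were lower by a median of -2.43 (-0.69 without W6D, -0.90 in the signals as deposited), and the forebrain factor Fezf2 was at least 1.11-fold lower. Ribosome biogenesis genes were lower by a median of -1.19 (-2.01 without W2O), but 0.50 in the signals as deposited. The G2 and mitosis list was 0.57 above E11 APs (0.23 without W2G, 1.02 without W2O, 2.14 as deposited and 1.16 after lys scaling), in cells that had been picked as Ki67-positive. The temporal score had a mean of 4.21 (SD 2.41), or 75.1% of the way from E11 to E16 APs, between 56.1% and 84.8% in single cells. The lowest E16 AP was at 91.8%. As for the NICD/p18 APs, the level of E14 may lie near 100%, and a lag behind it was not tested. On PC1 of the E11 and E16 APs the mean place was 48.4%, with 67.9%, 37.2% and 40.2% in W2G, W2O and W6D. This place was -69.6% in the signals as deposited and -13.8% after lys scaling, whereas the temporal score's place was 74.2% in both. The paper takes temporal-axis genes, some matching in vivo levels and others not, together with its microarray analysis of all genes. From these it proposes that neurosphere APs reflect the in vivo changes only in part.

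**Figure D4:**
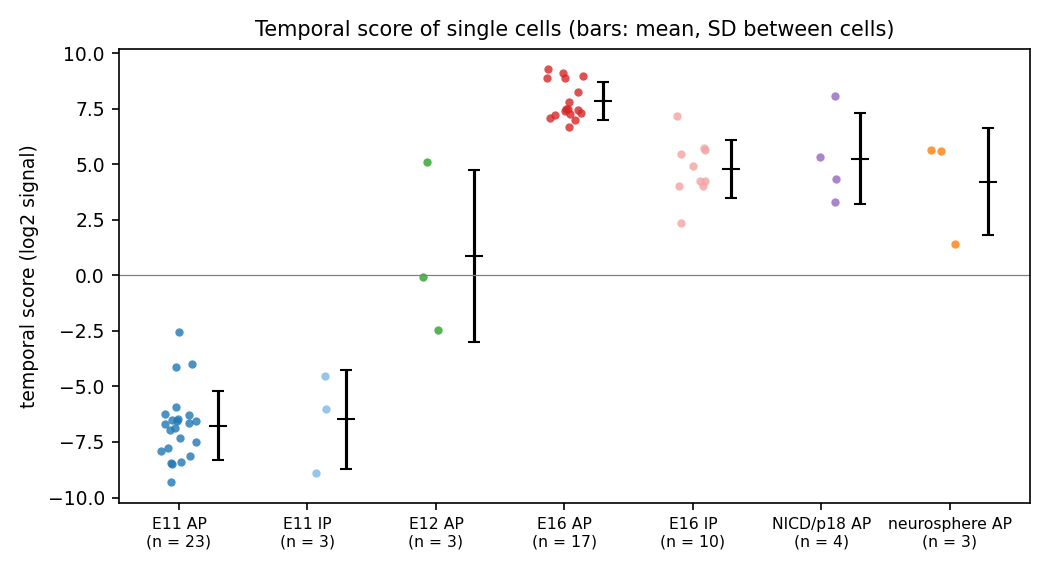
Temporal score (mean log2 signal of 9 E14-high minus 9 E11-high genes) of each cell by group, with the mean and the SD between cells. Means are -6.77 in E11 APs, 0.85 in E12 APs, 4.21 in neurosphere APs, 5.25 in NICD/p18 APs and 7.86 in E16 APs.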

However, the changes in gene expression in NICD/p18 co-expressing AP clones were more limited than those observed in neurosphere-derived APs (Fig. 7d, *P*=0.0152, Mann–Whitney *U* test). For example, *Zbtb20*- or *Rlbp1*-expressing cells, which emerged *in vivo* as well as in neurosphere-derived APs, were not observed in NICD/p18 co-expressing clonal APs (*P*=0.039 for *Zbtb20*, *P*<0.0001 for *Rlbp*1, NICD/p18 clonal APs versus NICD/p18 E14 *in vivo* APs, Fisher's exact test). These results suggested that non-cell-autonomous mechanisms regulated the expression of these temporal-axis genes. Surprisingly, even in NICD/p18 co-expressing clonal APs, several genes exhibited temporal expression patterns similar to those seen *in vivo*, including a decrease of *Dmrta1, Dmrt3, Crabp2, Lrrn1* and *Fndc3c1*, and an increase of *Aldoc, Ptn* and *Pag1*, from E11 to E14. Since we selected clonal NICD/p18 expressing cells that were isolated from other cells by >400 μm, these results suggest that temporal changes in the expression of these genes are controlled in a cell-intrinsic manner.

We also examined the laminar fate potentials of two different types of cultured APs *in vitro*; one-cell AP clones co-expressing NICD/P18 (Supplementary Fig. 16) and APs from neurospheres. The one-cell AP clones were prepared by *in vitro* culture after Cre-dependent NICD/P18 expression plasmids were introduced into the E11 cortex as previously described (Fig. 6), and this was followed by the excision of NICD/P18 via virus-mediated introduction of Cre-recombinase (Fig. 6a) after 2 days of low-density culture of E12 cells (Supplementary Fig. 16). We first examined the laminar cell fates of the neurons in the neurospheres derived from the E11 APs (formed in the absence of NICD/P18) as an *in vitro* culture control (Supplementary Fig. 16). When the neurons from the neurospheres were examined in 8 *div* differentiated monolayer cultures produced from 3 *div* neurosphere cultures, 19% of the cells were differentiated into neurons (TuJ1+), and 20% of the neurons expressed Cux1. In contrast, when the one-cell AP clones that had been temporally arrested by NICD/P18 expression were allowed to restart neurogenesis via excision of NICD/P18, 6% of the neurons were Cux1^+^, whereas Tbr1 was expressed in 16% of the neurons. Thus, the subset of the one-cell AP clones in which the cell cycle was transiently arrested (for approximately E11–13) *in vitro* appeared to generate neurons with upper-layer identity when neurogenesis restarted, although the rate of upper-layer neuron production was low compared with that in the *in vivo* experiments (Fig. 6). Thus, the differentiation assays of the one-cell AP clones cultured *in vitro* (Supplementary Fig. 16) suggest that transitions of laminar fate potential occur at low frequency and incompletely in the *in vitro* single-cell state, even when the cell cycle is temporally arrested. This conclusion is consistent with the expression of temporal-axis genes (Fig. 7).

Taken together, our observations suggest that the cell-cycle-independent transitions of the AP temporal genes are controlled by both cell-autonomous and non-cell-autonomous mechanisms.

## Discussion

Our genome-wide transcriptome profiling of single cells revealed temporal changes that occur in APs and IPs from E10 to E16. Using statistical methods, we resolved these changes into two components, which we refer to as the temporal and differentiation axes. These two axes are orthogonal (Fig. 3), and changes along the differentiation axis are correlated with Notch signalling. Thus, temporal changes in the expression of genes are, in principle, separable from the Notch signalling pathway.

During the period examined in this study, the APs gradually underwent changes in global gene expression (Fig. 2; Supplementary Fig. 8), which primarily occurred at approximately E12, as revealed by the shift in the expression of the temporal-axis genes (Fig. 4). This shift is most probably associated with the transition from the proliferative state to the neurogenic state for the following three reasons. First, a recent study using the mosaic analysis with double markers system has suggested that the switch from proliferative to neurogenic division occurs once in each progenitor cell lineage and has also indicated that neurogenic AP divisions are minor (31%) at E11, but become major (74%) at E12 (ref. 26). These results indicate that the proliferative to neurogenic transition progresses at approximately E12. Second, from this stage onward, the rate of mitosis in the subventricular zone (SVZ), perhaps reflecting that of IPs, increases^3^, suggesting that the change in cell fate from proliferative APs to neurogenic IPs begins at this stage. These observations coincide closely with the timing of progressive changes in temporal-axis gene expression. Third, many of the temporal-axis genes that undergo a transition at E12 are involved in cell proliferation. For example, the E11-type temporal-axis gene *Sulf2*, which encodes a sulfatase that edits the sulfation status of heparan sulfate proteoglycans, is broadly upregulated in many cancers^37^. Embryos in which the E14-type temporal-axis gene, *Ptn* (*pleiotrophin/HB-GAM*), is knocked out exhibit an elevated rate of proliferation during cortical neurogenesis, whereas exogenous Ptn inhibits the formation and growth of FGF-2-stimulated neurospheres^38^. Another E14-type temporal-axis gene, *Pag1 (Cbp*), encodes a transmembrane adaptor protein that functions as a suppressor of Src-mediated tumour progression by promoting the inactivation of Src^39^. Thus, we suggest that the temporal-axis genes are associated with or are involved in the transition from a proliferative to a neurogenic state in self-renewing progenitors.

Neurogenesis occurs before E12 in some APs, thus suggesting that neurogenic progenitors are present at E11. However, we failed to detect heterogeneity in the neurogenic/proliferative state of E11 APs populations in both cluster analysis (Fig. 1) and PCA of E11 and E14 APs. PCA of E11+E14 APs (Supplementary Fig. 17) revealed that PC1 represents the temporal difference in APs and that PC2/PC3 represents the cell-cycle phase of the cells, but we failed to find particular functional significance for PC4, PC5 or other components. Thus, PCA of the ‘global gene-expression patterns' at E11 and E14 does not seem to detect subgroups within AP populations.

Because the temporal-axis genes appear to be more sensitive to temporal changes rather than global gene expression, it may be possible to detect heterogeneity in the expression profiles of the top 18 temporal-axis genes. Some of the top 18 temporal-axis genes shown in Fig. 4a indeed exhibited some variation among E11 APs (Fig. 4e). This variation may be correlated with their different division modes. However, we have no data to verify this correlation. The differential gene expression between proliferative APs and neurogenic APs during the transition period should be addressed in future studies. Alternatively, the temporal-axis genes involved in the switch of the division mode might exhibit small changes in their expression levels and thus might not be included in the top 18 temporal-axis genes. In either case, only a minor change in gene expression is likely to occur at the switch, and the differences in gene expression between the time points immediately before and after the switch are quite small. Because the ‘switch' occurs once (and is irreversible) in individual AP lineages and is inherited by the daughter cells, epigenetic modifications in APs are likely to be involved in this switch^26^. Our data regarding the single-cell clonal culture raise the possibility that a limited number of cell-intrinsic factors, which may be included among the temporal-axis genes, play a key role in switching the division mode. In addition, extrinsic factors (and extracellular matrix proteins), which are derived from neighbouring APs may play an important role in coordinating the transitions in global gene-expression patterns in APs *in vivo*.

We also observed changes in Notch signalling status between E11 and E14. This leads us to the interesting possibility that the shift of division mode is related to a ‘threshold of differentiation' in the AP population. Transition of Notch signalling status of APs (Supplementary Fig. 4) may be the consequence of a change in this ‘threshold' during cortical development. This hypothesis predicts that the threshold of Notch activation is relatively lower in E11-type APs, whereas self-renewal requires higher Notch activation at E14-type APs. Further studies are needed to address this issue more fully.

As revealed by transplantation experiments^40^,^41^,^42^, the laminar fates of cortical neurons are, at least in part, determined before they are generated from progenitors. However, the mechanism underlying the shift of progenitor temporal identity, which includes the laminar fate transition of descendant neurons from deep layers to upper layers, has remained largely unknown.

A previous study using the transient inhibition of neuronal production by the expression of NICD suggested that proliferating cortical progenitor cells normally undergo progressive restriction in their laminar fate potential without producing neurons^29^. In this study, we demonstrated that transient cell-cycle arrest (E11–E13) did not interfere with either the transition in the expression of the temporal-axis genes or the laminar fate transition of APs *in vivo*, indicating that cortical progenitors do not require their own cell-cycle progression to promote the temporal progression of the laminar fate potential. In other words, cell-cycle progression does not function as an intrinsic gate keeper of laminar fate change. Notably, we do not exclude the possibility that extrinsic factors from the surrounding cells affect the transition of the temporal character of NICD/p18 co-expressing APs; NICD/p18 co-expressing APs are surrounded by a considerable number of cells that have not been electroporated with the NICD/p18 transgenes and thus undergo normal cell-cycle progression. A recent study proposed that the alternative neuronal specificity of projection neurons and cortico-cortical neurons is determined by a network involving mutual repression between Tbr1, Satb2, Ctip2 and Fezf2 (refs 43, 44, 45). Interestingly, our single-cell transcriptome profiles revealed that both upper-layer and lower-layer marker genes are co-expressed in the same young neurons in the SVZ (Supplementary Fig. 18). It would be interesting to determine how the expression of these marker genes is organized to establish the neuronal identity of individual cells.

In this study, we did not directly address whether the changes in temporal-axis gene expression in APs are related to the progressive restriction of cortical progenitors' potential, such as the laminar fate of their daughter neurons^42^,^46^. Our results indicated that the progression of the temporal-axis genes shares independence from the cell cycle with the transition of laminar fate of the progenies. In addition, major changes in gene expression along the temporal-axis are inherited by IPs from APs. This situation resembles the case of temporal identity genes in *Drosophila* neural progenitor cells, which are expressed in both neuroblasts and ganglion mother cells^47^, indicating that temporal-axis genes satisfy at least one of the criteria that define temporal identity genes (Fig. 3d,e). On the basis of these findings, we argue that the progressive change in temporal-axis gene expression reflects the temporal progression of neural progenitor identity, which involves transitions of both division mode and laminar fate specificity. A recent study revealed that the activation of *Foxg1* is necessary and sufficient to induce deep-layer neurogenesis, followed by a sequential wave of upper-layer neurogenesis^14^. Furthermore, two temporal-axis genes, *Dmrt1a* and *Dmrt3*, are directly suppressed by *Foxg1* (ref. 14). Further studies are needed to examine whether or not these genes are involved in a shift in laminar fate potentials.

The cell-autonomous nature of the laminar fate determination has been suggested by clonal cell culture experiments^46^; these cell-intrinsic changes in progenitor cells are also affected by extrinsic signals^43^. Our *NICD/p18* double-electroporation studies indicated that neither cell-cycle progression nor cell kinesis are necessary in order for APs to change their temporal identity over the course of development. Thus, it is unlikely that cell division works as a ‘timer' in APs to determine the timing of the shift in their temporal identity. This situation is similar to the case in *Drosophila* embryonic neuroblasts^47^,^48^,^49^,^50^, which sequentially express four genes, *hunchback*, *Kruppel*, *pdm1* and *caster*, in that order. Although the *hunchback*→*Kruppel* transition requires neuroblast cytokinesis, the *Kruppel*→*pdm1*→*caster* occurs normally in G2-arrested neuroblasts^49^.

What is the nature of the timer in neural progenitors? In *Drosophila*, the *Kruppel*→*pdm1*→*caster* transitions occur normally in isolated neuroblasts, which give rise to clones consisting of a neuroblast and surrounding descendant cells (which are mutually in contact with each other)^49^, indicating that a ‘lineage-intrinsic' timer underlies neuroblast temporal progression. Similarly, in mammalian systems, clonal culture revealed that the timing of cortical neurogenesis (i.e., sequential generation of Cajal-Retzius neurons, deep-layer neurons and upper-layer neurons) is encoded within lineages of cortical progenitor cells^46^.

In our *in vitro* clonal study, APs were maintained in the one-cell state, allowing us to exclude the effects of contact with surrounding descendant cells. This setup enabled us to examine the actual cell-autonomous mechanism of the lineage-intrinsic timer. We found that the APs in neurospheres, in which mutual effects from surrounding cells are present, exhibited various transitions in the temporal-axis genes as observed *in vivo*, whereas the APs in the one-cell state exhibited a more limited pattern of transition. These findings lead us to propose a model in which the temporal change in APs is partly mediated by a completely cell-intrinsic mechanism, and that extrinsic cues tune the cell-autonomous change in the APs (Fig. 7e). A cascade of transcriptional regulation^48^,^49^, epigenetic modification^1^,^5^,^16^, and subnuclear genome re-organization^51^ may be involved in the actual cell-autonomous changes in AP gene expression. The cell-cycle arrest system used in this study provides a novel paradigm for investigating whether such candidate mechanisms operate cell autonomously.

While in this study the analysis of the single-cell transcriptome was based on microarrays, advanced massive parallel sequencing techniques can process a larger number of single cells to provide high resolution profiles of both coding and non-coding RNAs^52^. Microfluidics applications might also facilitate technically challenging steps *in vitro*, such as Cre induction in single-cell culture. Our findings in this study provide a solid basis for further analyses using such technologies.

## Methods

### Animals

CD1 mice (Crlj:ICR and Slc:ICR) were used throughout the experiments. Tbr2::EGFP (Eomes::EGFP) BAC transgenic mice (Supplementary Fig. 3) were generated by the GENSAT Project^53^, NINDS Contract #N01NS02331 to The Rockefeller University (New York, USA). All animal experiments were performed in accordance with institutional guidelines. To time pregnant mice, the date the vaginal plug was observed was defined as embryonic day (E) 0. The sex of the embryos used was not examined.

### Plasmids

pEF::p18 was generated by cloning mouse *p18* cDNA (NM_007671.2, 227-733), which was cloned by RT-PCR from mouse embryonic brain, into vector pEF-BOS^54^. pEF::loxp-p18-loxp-EGFP-3NLS was constructed by inserting PCR fragments of mouse *p18* cDNA, along with G-CSF polyA from pEF::p18 and EGFP-3NLS from pCAG::EGFP-3NLS^55^, using primers containing the LoxP sequence, into pEF-BOS^54^. pCAG::RFP (mCherry)-3NLS was constructed by swapping EGFP for mCherry cDNA. pCAG-NICD was generated by inserting a fragment containing the intracellular domain of mouse Notch1 (corresponding to amino acids 1,704–2,532 of mouse Notch1) tagged with a FLAG epitope from pME-FNIC^56^ (gift from Dr Ryoichiro Kageyama) into vector pCAG-GS. pCAG::loxp-NICD-IRES-RFP (Strawberry) 3NLS-loxp-EGFP was constructed by inserting LoxP and cDNAs encoding NICD (corresponding to amino acids 1744–2184 of mouse Notch1) and Strawberry-3xNLS into pCAG::EGFP^55^,^57^, and the NICD cDNA was generated from an MGC clone (BC138441) by PCR. pCAG::p27 was generated by cloning mouse *p27* cDNA (BC014296) into pCAG-GS.

### *In utero* electroporation

The abdomen of an anaesthetized pregnant CD1 mouse was dissected with fine scissors and the uterine horns were exposed. A flexible fiber cable (Leica, Wetzlar, Germany) was used for the visualization of embryos in the uterus at E10 and E11 (refs 58, 59). DNA solution was injected into the lateral ventricle using a pulled glass capillary. The head of the embryo in the uterus was then placed between the discs of a forceps-type electrode (disc electrodes of 1 mm for E10–11, CUY560P1; disc electrodes of 3 mm for E13, CUY650P3; NEPA GENE, Chiba, Japan), and electric pulses (50 V for E10–11; 35 V for 13) were discharged four times, resulting in gene transfection into the cerebral wall. The uterus was immediately placed back into the abdominal cavity and the wall and skin of the abdominal cavity were sutured. The final DNA concentrations were as follows: pCAG::EGFP3NLS (0.5 μg μl^−1^)^55^, pCAG::NICD (1.0 μg μl^−1^), and pEF::p18 (1.0 μg μl^−1^) or pCAG::p27 (1.0 μg μl^−1^). In the experiments shown in Fig. 6, a mixture of pCAG::loxp-NICD-IRES-RFP(Strawberry)3NLS-loxp-EGFP (1.0 μg μl^−1^) and pEF::loxp-p18-loxp-EGFP (1.0 μg μl^−1^) was electroporated at E11, and then pCAG::Cre (1.5 μg μl^−1^)^30^ was introduced at E13. As a control, pCAG::EGFP-3NLS (0.5 μg μl^−1^) and pCAG::RFP (mCherry)-3NLS (0.5 μg μl^−1^) were electroporated at E11 and E13, respectively.

We confirmed high co-electroporation efficiency (>98% overlap) in our co-electroporation protocol by electroporation of pCAG::EGFP (0.5 μg μl^−1^) along pEF::mCherry (0.5 μg μl^−1^) (electroporation was performed at E13, and E15 brains were examined; *N*=5 embryos, >220 cells per sample counted). BrdU (100 mg kg^−1^ body weight) or EdU (50 mg kg^−1^ body weight; Life Technologies, Grand Island, USA) was administered by i.p. injection when needed.

### cDNA synthesis from single cerebral cells

Small fragments from the dorso-lateral portion of cerebral wall of a CD1 mouse at E10–13, or small VZ/SVZ fragments of the same portion at E14–16, were digested in 100 μl of 0.25% trypsin/0.5% glucose/PBS for 5 min at 37 °C and triturated. After Hanks solution (Nacalai Tesque, Kyoto, Japan) and trypsin inhibitor (Ovomucoid, Sigma-Aldrich, St Louis, USA) were added, single, isolated cells were manually selected at random by glass capillary under an inverted microscope (Supplementary Fig. 1)^13^. When *in utero* electroporation had been performed previously, EGFP-positive cells were selected on an inverted fluorescence microscope and picked manually. The cell lysis, cDNA synthesis and exponential amplification procedures^21^,^60^ were performed as follows: single cells were transferred to PCR tubes containing 4.5 μl of cell lysis buffer (1 × PCR buffer II, 1.5 mM MgCl_2_ (Applied Biosystems, Foster City, USA), 0.5% NP40 (Roche, Basel, Switzerland), 5 mM DTT (Thermo Fisher Scientific, Waltham, USA), 0.3 U μl^−1^ Prime RNase Inhibitor (Eppendorf, Hamburg, Germany), 0.3 U μl^−1^ RNAguard RNase inhibitor (GE Healthcare, Little Chalfont, UK), 0.2 ng μl^−1^ primer V1[dT]_24_ and 0.05 mM each of dATP, dCTP, dGTP and dTTP) spiked with RNA:poly(A)-tailed *Bacillus subtilis lys, dap, phe* and *thr* RNAs at 1000, 100, 20 and 5 copies per cell, respectively. The sequence of the V1 (dT)_24_ primer was 5′-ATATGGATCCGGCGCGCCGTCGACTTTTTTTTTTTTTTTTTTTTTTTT-3′. After brief centrifugation, cell lysis was performed at 70 °C for 90 s, and the reaction tubes were immediately put on ice for 1 min. After adding 0.3 μl volume of RT mixture (133.3 U μl^−1^ SuperScript III (Thermo Fisher Scientific), 3.33 U μl^−1^ RNAguard RNase Inhibitor and 1.1 μg μl^−1^ T4 gene 32 protein (Roche)), the reaction mixture was incubated at 50 °C for 5 min and heat-inactivated at 70 °C for 10 min. The tubes were immediately put on ice for 1 min, then 1.0 μl of Exonuclease I mixture (1 × Exonuclease I buffer and 0.5 U μl^−1^ Exonuclease I (TAKARA, Tokyo, Japan)) was added to each tube. The reaction mixture was incubated at 37 °C for 30 min, heat-inactivated at 80 °C for 25 min, and was put on ice for 1 min. About 6 μl of terminal deoxynucleotidyl transferase (TdT) mixture (1 × PCR buffer II, 1.5 mM MgCl_2_, 3 mM dATP, 0.1 U μl^−1^ RNaseH and 0.75 U μl^−1^ TdT (Thermo Fisher Scientific)) was added to each tube, and the mixture was incubated at 37 °C for 15 min followed by heat inactivation at 70 °C for 10 min. The synthesized poly(dA)-tailed RT product in each tube (12 μl) was divided into four PCR tubes (3 μl each). Then, 19 μl of PCR mixture I (1 × *ExTaq* buffer, 0.25 mM each of dATP, dCTP, dGTP and dTTP, 0.02 μg μl^−1^ primer V3 (dT)_24_, and 0.05 U μl^−1^ *ExTaq* Hot Start Version (TAKARA)) was added to each tube for the first round of PCR: 95 °C for 3 min, 50 °C for 2 min and 72 °C for 3 min. The sequence of V3 (dT)_24_ was 5′-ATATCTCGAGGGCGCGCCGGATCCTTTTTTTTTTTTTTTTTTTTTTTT-3′. The tubes were immediately put on ice for 1 min, and 19 μl of PCR mixture II was added, with a composition almost the same as that of PCR buffer I but with primer V1 (dT)_24_ replacing primer V3 (dT)_24_. After 20-cycle PCR amplification (95 °C for 30 s, 67 °C for 1 min and 72 °C for 3 min with a 6 s extension per cycle), the amplified cDNA was purified (QIAquick PCR purification kit, Qiagen, Hilden, Germany) and dissolved in 50 μl of buffer EB (10 mM Tris–HCl, pH 8.5). The quality of the amplified cDNA samples was validated by consistent amplification of the spiked RNAs and housekeeping genes (*Gapdh*, *Actb*, *Aldoa* and *Pabpn1*) by qPCR (first quality check).

Some cDNA samples were subjected to another amplification step to add the T7 promoter sequence for the subsequent microarray analysis. A 47.5 μl volume of PCR mixture III (1 × *ExTaq* buffer, 0.25 mM each of dATP, dCTP, dGTP and dTTP, 0.02 μg μl^−1^ primer T7-V1 (5′-GGCCAGTGAATTG TAATACGACTCACTATAGGGAG GCGGATATGGATCCGGC GCGCCGTCGAC-3′), 0.02 μg μl^−1^ primer V3 (dT)_24_ and 0.05 U μl^−1^ *ExTaq* Hot Start Version) was added to each of four 0.2-ml thin-walled PCR tubes containing 2.5 μl of the 20-cycle amplified cDNA. A seven-cycle amplification was then performed according to the following schedule: 95 °C for 5 min 30 s, 64 °C for 1 min and 72 °C for 5 min 18 s for the first cycle; and 95 °C for 30 s, 67 °C for 1 min and 72 °C for 5 min 18 s with an extension of 6 s per cycle for another six cycles. The products were mixed together after the reaction, concentrated by YM-30 or Amicon Ultra-0.5-30K (Merck Millipore, Billerica, USA), then purified with 2% agarose gel electrophoresis to remove by-product DNA shorter than 400 bp. The cDNA was extracted from a gel fragment with a QIAquick Gel Extraction kit (Qiagen) and dissolved in 50 μl of buffer EB. The quality of these second PCR products was again examined by qPCR to detect housekeeping genes and the spiked RNAs (second quality check).

### qPCR analysis

qPCR was performed on cDNAs before addition of the T7 promoter sequence (first quality check or examination of expression levels of genes of interest) and on the products of the second PCR (second quality check) (Supplementary Table 3). Reactions were run on a TP800 real-time PCR system (TAKARA). Ct values were obtained by second derivative maximum method.

### Microarray hybridization and data processing

Among newly generated single-cell-derived cDNAs from murine E11 and E16 cerebral walls (*N*=75 and 62, respectively), 30 (E11) and 28 (E16) samples were selected as representing progenitor populations (Supplementary Table 1) according to marker gene expression determined by qPCR. Single-cell-derived cDNAs from E12 APs (*N*=3) were also selected according to marker gene expression by qPCR among that of E12 cerebral walls (*Ki67*^*+*^*/Ttyh1*^*+*^*/Sox2*^*+*^*/Pax6*^*+*^*/Tbr2*^−^). 

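At E12 the cortex begins to make neurons in number, soon after the stage of the E11 cells. Each of the 3 E12 APs carries a label number of its own, and the choice of these cells by transcripts of Mki67, Ttyh1, Sox2, Pax6 and Eomes means that these genes cannot serve as a check of their type. Genes of later APs were already on in them. Ptn had a mean of 12.12 (SD 0.88) and Aldoc one of 12.23 (SD 0.63), each with 3 of 3 cells over 20 copies, and the nuclear factor Nfix was over 20 copies in 3 of 3. The radial glial gene Fabp7 had a mean of 11.16 (SD 0.12). Zbtb20 and Tnc were over 20 copies in 0 of 3 cells and Rlbp1 in 1 of 3. Hmga2 and Crabp2 were still over 20 copies in 2 of 3 cells, with means of 9.17 and 10.24.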

Single-cell-derived cDNAs from NICD/p18 co-expressing APs (*N*=4, Supplementary Fig. 13), and from APs derived from neurospheres (*N*=3, Supplementary Fig. 15) were also used in the subsequent microarray studies. 

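Neurosphere APs were picked from cells that had lost the cortical wall for culture medium, and immediate-early genes were read in them. Whether signals of these genes come from the culture or from the dissociation before picking was not tested. The 3 arrays carry the label numbers W2 and W6, and the labels do not say whether these stand for cultures. Egr1, an immediate-early factor induced by growth factors, was 12.48, 13.01 and 11.70 in the cells W2G, W2O and W6D. The 6 stress and immediate-early genes past the filter were higher than in E11 APs by a median of 2.77 (percentile 99.7), and by 4.57 in the signals as deposited. Fabp7 had a mean of 13.77 (SD 0.02) and the Notch target Hes5 one of 11.03. For the protocadherin Pcdh8 and the Notch ligand Dner, genes high in the neurosphere APs, 3 of 3 cells were over 20 copies, at least 3.48-fold and 3.65-fold above E11 APs. Mycn and Id4 were at least 3.92-fold and 3.01-fold lower. Among the NICD/p18 APs, the receptor Pdgfrb was over 20 copies in 4 of 4 cells, at least 6.48-fold above E11 APs. Pcdh8 and Dner were high in them too, at least 3.76-fold and 3.24-fold above E11 APs. Cdca7, a target of Myc and E2F in dividing cells, and the mitotic kinase Aurkb were over 20 copies in 0 of 4 of them. Their ribosome biogenesis genes were lower than in E11 APs by a median of -3.70 (percentile 0), with 20 of 23 lower, and by -2.01 in the signals as deposited. The AP list was higher by 0.73 (percentile 95.7), or by 1.19 without the cell M5A and 1.11 without M5K, and by 2.16 in the signals as deposited and 0.25 after lys scaling.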

Subsequently, we obtained their genome-wide transcriptome profiles using DNA microarrays. cDNA samples were subjected to the One-Cycle Target Labelling procedure for biotin labelling by *in vitro* transcription (Affymetrix, Santa Clara, USA), and the resultant cRNA was fragmented and hybridized to the GeneChip Mouse Genome 430 2.0 array (Affymetrix). The microarray image data were processed on a GeneChip Scanner 3000 (Affymetrix), and then analysed using the Affymetrix Microarray Software 5.0 (MAS5.0) algorithm and quantile normalization. A total of 138 cDNA samples were subjected to the GeneChip analysis, and the data were validated by a histogram of the expression values, qcAffy (Affymetrix), RNA degradation, and RLE/NUSE (affyPLM) (third quality check; because of its low quality, one sample (#E11-31i) was excluded from analyses other than that shown in Fig. 1). 

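A cell of low RNA quality can look like a separate cell type, because missing transcripts move all its genes at once. #E11-31i, an AP by Fig. 1b, had a trimmed mean intensity of 67.8 as deposited and 2098 probe sets at or above the 20-copy signal. Cells that were kept had less, such as the E11 AP 30L with 67.4 and 1973 and the E16 IP 75A with 47.5 and 1520, so these values do not set it apart. On PC1 of all E11 progenitors it scored 326, the highest AP score, and on PC2 -216, the lowest. The temporal score put it among the E11 cells, at -3.92. Its genes of G2 and mitosis had a mean of 6.46, under the lowest of the other E11 APs, 6.49. Xist, expressed from the inactive X chromosome of female cells, was 10.21 in it and its highest Y-linked gene 10.76, and it was the only one of the 68 cells with both over 20 copies. Comparisons of APs between stages leave this cell out, and the comparisons of IPs with APs at E11 keep it as an AP of Fig. 1b.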

Linearity between the signal intensity and copy numbers of the original RNAs was validated by monitoring the apparent expression levels of the amplified added RNAs; the signal intensities of RNAs added at >20 copies per cell was proportional to the copy number, as previously reported^13^. 

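RNAs of bacterial genes were added in known copies to each tube, and their array signals can be set beside those copies. The dap RNA at 100 copies had a median normalized signal of 3946, and the lys RNA at 1000 copies one of 8740. The phe RNA at 20 copies had a median of 842.4 and reached 870.2 on 32 of 68 arrays, while the thr RNA at 5 copies had a median of 3.77 and reached it on 3 of 68. In 60 of 68 cells the signals of lys, dap and phe followed the order of their copies. The lys signal was a median of 2.19 times the dap signal, and the dap signal 3.58 times the phe signal. The slope of log10 signal on log10 copies over these 3 RNAs had a median of 0.553 and ran from 0.187 to 1.47. Proportional signals would give a slope of 1 only if the probe sets responded alike. As each copy number was read by another probe set, the slope cannot separate copy number from probe response. With thr, which fell far below phe, the median slope was 1.30.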

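Gfap, the filament of mature astrocytes, and S100b, a calcium-binding protein of astrocytes and ependymal cells, come on in the cortex after most neurons are born. Gfap had a mean of 3.51 (SD 0.98) in the 17 E16 APs and 3.57 (SD 1.55) in the 10 E16 IPs. S100b had means of 2.75 (SD 1.36) and 2.86 (SD 2.08). For both genes 0 of 17 APs and 0 of 10 IPs were over 20 copies. Earlier genes of the glial programme were on in the same APs. Aldoc, at 13.01 (SD 0.54), was over 20 copies in 17 of 17 E16 APs and 1 of 23 E11 APs, though it is also a temporal-axis gene picked by the study. Nfia, which starts gliogenesis, was over 20 copies in 16 of 17 E16 APs and 14 of 23 E11 APs, and Nfix in 11 of 17 and 6 of 23. Aldh1l1, a folate enzyme of astrocytes, was over 20 copies in 8 of 17 and 0 of 23. Over the 14 glial genes past the filter the median difference between E16 and E11 APs was 0.98 (percentile 99.93), with 10 of 14 higher. That median was 0.78 in the signals as deposited and 0.57 after lys scaling. It was 0.15 with signals under 870.2 raised to it and 1.85 with genes over 20 copies in at least 3 cells.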

Microarrays' signal values of two glial markers, *Gfap* and *S100b*, were very low in all E16 progenitors examined.

### Data analysis

The Over-20 copies probe sets (17192 probe sets) were defined as the probe sets for which at least one sample expressed >20 copies per cell, i.e., a signal intensity ≥870.2 (the median expression level of ‘AFFX-r2-Bs-phe-3_at', the probe set for the spiked RNA *phe*, 20 copies per sample). 

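The 20-copy signal decides which transcripts can be told from noise in 1 cell, and a gene enters the comparisons here if 1 cell reaches it. On the 68 arrays, 20523 probe sets reached 870.2 in at least 1 cell and 14233 in at least 3 cells. The 58 E11 and E16 arrays alone gave 19669. At the median signal of the phe RNA on these arrays 20721 probe sets passed, and on the scale of the paper's log means, where the same threshold corresponds to a signal of 1648, 15549 did. Some genes of interest never reached it. All listed interneuron genes, such as Dlx1, Gad1 and Lhx6, stayed under 870.2 in every cell, and so did Ttr of the choroid plexus.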

Because RNAs spiked at ≥20 copies per cell were consistently and proportionally amplified by our method^13^, we used these Over-20 copies probe sets for data analysis. The SigABC genes (114 probe sets) (Fig. 1b–e; Supplementary Figs 13 and 15) were the probe sets that were significantly differently expressed across three typical progenitor groups from E14 (FDR<0.1, ANOVA)^13^.

Cluster analysis of the 128 samples (E11, *N*=30; E14, *N*=70; E16, *N*=28), 104 or 103 samples (E11, *N*=30; E14, *N*=70; NICD/p18, *N*=4 or neurosphere-derived APs, *N*=3) was performed using the GeneChip data from the SigABC genes (Fig. 1b–e; Supplementary Figs 13 and 15). Hierarchical clustering with approximately unbiased (AU) *P* values, computed by multiscale bootstrap resampling to assess the uncertainty in the hierarchical cluster analysis, was performed using the R software package *pvclust* (ref. 61), with the following parameters: distance=‘correlation' and cluster method=‘complete linkage analysis'. AU values indicate how strongly the cluster is supported by data: for example, for a cluster with an AU *P* value>95%, the hypothesis that ‘the cluster does not exist' is rejected with a significance level of 5%.

PCA (principal component analysis) was performed using the R software *prcomp* (scale=FALSE) and the Over-20 copies probe sets data (17,192 probe sets, log values) (Figs 2c and 3a; Supplementary Figs 2, 8, 9, 13, 15 and 17), 21 probe sets for Notch signalling-related genes (Supplementary Fig. 4, log values), or 18 temporal-axis genes [40-Ct] values normalized against *Gapdh* expression levels obtained by qPCR (Fig. 4e; Supplementary Figs 10 and 12). For rotation of PC1/2 to make the median values of NewX of the E11 and E14 APs equal (Fig. 3a,b), the NewX and NewY values were calculated as follows: NewX=cos*θ* × PC1+sin*θ* × PC2; NewY=−sin*θ* × PC1+cos*θ* × PC2; sin*θ*=0.6864510 (*θ*≈43.35°).

To identify probe sets that were significantly differentially expressed across E11, E14 and E16 APs, the GeneChip data (log values) were subjected to ANOVA against the Over-20 copies probe sets on the GeneChip (17,192 probe sets). The FDR was calculated from the two-tailed *P* values using the R software package *qvalue*, and probe sets with FDR<0.1, |Log Fold Change|>2.5 were selected as significantly different probe sets (Fig. 2a,b; Supplementary Data 1).

Functional annotation clustering analysis of ‘PC1 genes', the top 150 probe sets with the highest or lowest PC1 values (Fig. 2c), was performed using DAVID (ref. 25) (Supplementary Table 2).

### RNA *in situ* hybridization

Nonradioactive *in situ* hybridization of frozen sections of E11, E14 or E16 CD1 mouse brain was performed using digoxigenin (Roche)-labelled antisense RNA probes (Fig. 2b; Supplementary Figs 5 and 6). Images were captured on a microscope (BX50, Olympus, Tokyo, Japan) equipped with a CCD digital camera (DP50, Olympus).

### Immunohistochemistry

Brains were fixed in 4% PFA, immersed in 20% sucrose, embedded in OCT compound (Miles, Elkhart, USA), and then frozen and sectioned. Frozen sections were immunostained with mouse anti-BrdU mAb (B2531, 4.4 mg ml^−1^, 1:200, Sigma-Aldrich), chicken anti-EGFP pAb (GFP-1020, 10 mg ml^−1^, 1:2,000, Aves Labs, Tigard, USA), rabbit anti-Trb2 pAb (ab23345, 0.5 mg ml^−1^, 1:300), rabbit anti-Tbr1 pAb (ab31940, 1 mg ml^−1^, 1:300), rabbit anti-Sox2 pAb (ab97959, 1 mg ml^−1^, 1:500) (Abcam, Cambridge, UK), rabbit anti-Pax6 pAb (PRB-278 P, 2 mg ml^−1^, 1:500, Covance, Princeton, USA), rabbit anti-PH3 pAb (06-570, 1 mg ml^−1^, 1:300), rabbit anti-BLBP pAb (ABN14, 1 mg ml^−1^, 1:300) (Merc-Millipore, Darmstadt, Germany), mouse anti-Ki67 mAb (NCL-L-Ki67-MM1, 1:50, Leica Biosystems, Wetzlar, Germany), rabbit anti-RFP pAb (PM005, 1:1,000, MBL, Japan), rabbit anti-Nestin pAb (1:2,000, provided by Dr Yasuoka Tomooka, Tokyo University of Science), mouse anti-Hu mAb (A-21271, 1 mg ml^−1^, 1:200, Life Technologies), mouse anti-βIII tubulin mAb (TuJ1, MMS-435 P, 1 mg ml^−1^, 1:2,000, COVANCE, California, USA), rat anti-RFP mAb (5F8, 1 mg ml^−1^, 1:200, Chromo Tek, Planegg, Germany), or rabbit anti-Cux1 pAb (anti-CDP, sc-13024, 0.2 mg ml^−1^, 1:300, Santa Cruz Biotechnology, Dallas, USA). Secondary antibodies were conjugated to Alexa Fluor 488, 546, or 647 (A11039, A11035, A11081, A11003, A21245, A11056; 2 mg ml^−1^, 1:1,000, Life Technologies). *Antigen*-retrieval by Histo-VT (Nacalai Tesque) or 5 N HCl was performed before staining as needed. EdU was detected using the EdU Alexa Fluor 647 imaging kit (Life Technologies). Immunostained sections were imaged on a laser-scanning confocal microscope (FV1000, Olympus).

### Clonal/neurosphere culture

A mixture of pCAG::loxp-NICD-IRES-RFP-3NLS-loxp-EGFP (1.0 μg μl^−1^) and pEF::loxp-p18-loxp-EGFP-3NLS (1.0 μg μl^−1^) with pCAG::EGFP-3NLS (0.5 μg μl^−1^) was introduced into E10 embryos by *in utero* electroporation. After 1 day, the dorso-lateral portions of cerebral walls including EGFP fluorescence-positive regions were dissected on a stereoscopic fluorescent microscope (Leica Microsystems) and dissociated with 0.25% trypsin/0.2% glucose. After addition of trypsin inhibitor (ovomucoid, Sigma-Aldrich) and DMEM/F12, cells were centrifuged at 900 r.p.m. for 3 min, and then seeded at clonal density (<3 × 10^3^ cells per ml) on 35-mm suspension culture dishes coated with collagen gel (Nitta Gelatin, Japan), which allowed cells to attach very weakly on the bottom of the dish and to be picked following culture. On these dishes, cells were incubated in growth medium (DMEM/F12 including N2, B27 without vitamin A, 10 mM *N*-acetylcysteine, 20 ng ml^−1^ EGF, and 20 ng ml^−1^ FGF2) and cultured at 37 °C in 5% CO_2_. In this culture, although some weakly EGFP^+^ cells formed 2–8-cell clones, strongly EGFP^+^ cells still persisted alone (single-cell clones, Fig. 7b) after 3 days *in vitro* (*div*). The EGFP^++^ single-cell clones that were >400 μm from the other cells were manually selected by using glass capillaries under an inverted fluorescence microscope (Olympus) to generate single-cell cDNAs. As a control experiment, the dorso-lateral portions of cerebral walls from other E11 embryos were also seeded at high density (∼1.0 × 10^5^ cells per ml) in order to form neurospheres. After 3 days *in vitro*, single cells from neurospheres that had been dissociated in 0.25% trypsin/0.2% glucose were manually picked using glass capillaries on an inverted fluorescent microscope (Olympus). Then single-cell cDNAs were generated as described above. Images of live cells were captured on an inverted fluorescence microscope (Olympus) equipped with a CCD digital camera (ORCA-ER, Hamamatsu Photonics, Hamamatsu, Japan; Fig. 7b).

### *In vitro* differentiation of neurospheres

At 3 *div*, 10 μM of BrdU was added to the medium of neurospheres derived from E11 dorso-lateral portion of cerebral cells. After 3 h, the neurospheres were transferred onto polyethylenimine-coated 8-chamber slides (Thermo Fisher Scientific) and cultured in differentiation medium (DMEM/F12 with 5% FBS, N2, B27 without vitamin A, 10 mM *N*-acetylcysteine) at 37 °C in 5% CO_2_. After an additional 5 *div* (8 *div* total), the cells were fixed in 4% PFA and immunostained with anti-BrdU, TuJ1 and anti-Cux1 or anti-Tbr1 antibodies (Supplementary Fig. 16).

### *In vitro* differentiation of NICD/p18-electroporated cells

A mixture of pCAG::loxp-NICD-IRES-RFP-3NLS-loxp-EGFP (1.0 μg μl^−1^) and pEF::loxp-p18-loxp-EGFP-3NLS (1.0 μg μl^−1^) was introduced into E11 embryos by *in utero* electroporation. After 1 day, the dorso-lateral portions of the cerebral walls were dissected and dissociated with 0.25% trypsin/0.2% glucose. After the addition of trypsin inhibitor (ovomucoid, Sigma-Aldrich) and DMEM/F12, the cells were centrifuged at 900 r.p.m. for 3 min, seeded at a low density (3∼6 × 10^3^ cells per ml) on polyethylenimine-coated 8-chamber slides in 300 μl of growth medium (DMEM/F12 with N2, B27 without vitamin A, 10 mM *N*-acetylcysteine, 20 ng ml^−1^ EGF, and 20 ng ml^−1^ FGF2) and cultured at 37 °C in 5% CO_2_. At 2 *div*, 0.03 μl of Adex-CAG-NL-Cre adenovirus (1 × 10^12^ p.f.u. per ml)^62^,^63^ was added to the well, and the medium was changed to differentiation medium (DMEM/F12 with 5% FBS, N2, B27 without vitamin A, 5 ng ml^−1^ EGF, 5 ng ml^−1^ FGF2, and 10 mM *N*-acetylcysteine) after 16 h. After an additional 4 *div* (total 7 *div*), the cells were fixed in 4% PFA and immunostained with anti-GFP, TuJ1 and anti-Cux1 or anti-Tbr1 antibodies (Supplementary Fig. 17).

### Tissue culture with DAPT treatment

Telencephalon tissues prepared from E10 embryos were cultured in hanging drops in growth medium (DMEM/F12 with B27, N2, 5% FBS, 5% horse serum, 10 ng ml^−1^ FGF2 and 20 ng ml^−1^ EGF) containing 10 μM DAPT (gamma-secretase inhibitor *N*-[*N*-(3,5-difluorophenacetyl)-l-alanyl] -*S*-phenylglycine t-butyl ester) (Sigma-Aldrich) or an equal volume of DMSO (Nacalai), at 36 °C with 5% CO_2_ and 30% O_2_. After 10 h, the tissues were fixed in 4% PFA and cryosections were used for immunohistochemistry (Supplementary Fig. 3).

### Statistical analysis

Differences were analysed using Mann–Whitney *U* test with two-tailed *P* values. No statistical methods were used to predetermine sample size, but sample sizes were similar to those described in related previous studies^13^,^59^. No randomization of samples was performed, and no blinding was done. The number of samples examined in each analysis is shown in the legends.

## Additional information

**Accession codes:** Microarray data have been deposited in the GEO database under accession codes: GSE10881 (for E14) and GSE55981 (for E11, E12, E16, NICD/p18, neurosphere-derived APs).

**How to cite this article:** Okamoto, M. *et al*. Cell-cycle-independent transitions in temporal identity of mammalian neural progenitor cells. *Nat. Commun.* 7:11349 doi: 10.1038/ncomms11349 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-18, Supplementary Tables 1-3 and Supplementary References.

Supplementary Data 1 List of genes differentially expressed across E11, E14, and E16 APs (384 probe sets). Probe set IDs were selected (from among 17192 probe sets) by one-way ANOVA from log values of microarray data from N = 23, 33, and 17 single APs from E11, 14, and 16, respectively. FDR < 0.1; E11 vs. E14 or E14 vs. E16 |Log Fold| > 2.5. MS Excel spreadsheet.

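Supplementary Data 1 lists the AP genes that differ by age, with a log mean for each stage. Its log values are natural logs, since the means of the same probe sets computed here have a slope of 0.994 to 1.00 against them on that scale. Over the 384 probe sets the correlation was 0.9999 for E11 APs and for E16 APs, and the listed values lay below those computed here by a constant, with medians of -0.640 and -0.638. A log fold of 2.5 is therefore 12.2-fold, or 3.61 on the log2 scale. Of the 384 probe sets, 303 pass it between E11 and E14, 107 between E14 and E16 and 26 in both steps. For Zbtb20 the paper's reported log means are 0.42 at E11 and 6.44 at E16, and the log2 difference computed here was 8.72. For Flrt3 they are 4.42 and 0.73, and the difference computed here was -5.35.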

Supplementary Data 2 List of genes differentially expressed across E11, E14, and E16 IPs (312 probe sets). Probe set IDs were selected (from among 17,192 probe sets) by one-way ANOVA from log values of microarray data from N = 3, 23, and 10 single IPs from E11, 14, and 16, respectively. FDR < 0.1; E11 vs. E14 or E14 vs. E16 |Log Fold| > 2.5. Since there are a few E11 IP samples (N = 3), many temporal-axis genes in Fig. 3 are not included in this list because of their FDR values. MS Excel spreadsheet.

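The table for IPs rests on the 3 E11 IPs, so a single cell weighs heavily in it. Between the 3 E11 and 10 E16 IPs, ezrin (Ezr), a linker of membrane and actin, had means of 2.62 (SD 0.41) and 12.68 (SD 0.55) and was over 20 copies in 0 of 3 and 10 of 10 cells. Nfix and the kinase Cdk16 were over 20 copies in 0 of 3 and 8 of 10 cells each. The neuronal bHLH factor Nhlh2 was at least 2.76-fold lower at E16, and Pxylp1, a phosphatase of proteoglycan synthesis, at least 5.62-fold lower. Patterning genes were lower at E16 by a median of -2.37 (-1.14 without the IP 45O) and genes of G2 and mitosis by -1.61 (-3.36 without 41G, -0.86 without 45O). Of the 312 probe sets listed, 36 are also in the table of APs. The listed log means of E11 and E16 IPs lay -0.626 and -0.639 from those computed here, on the natural log scale.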

## Figures and Tables

**Figure 1:**
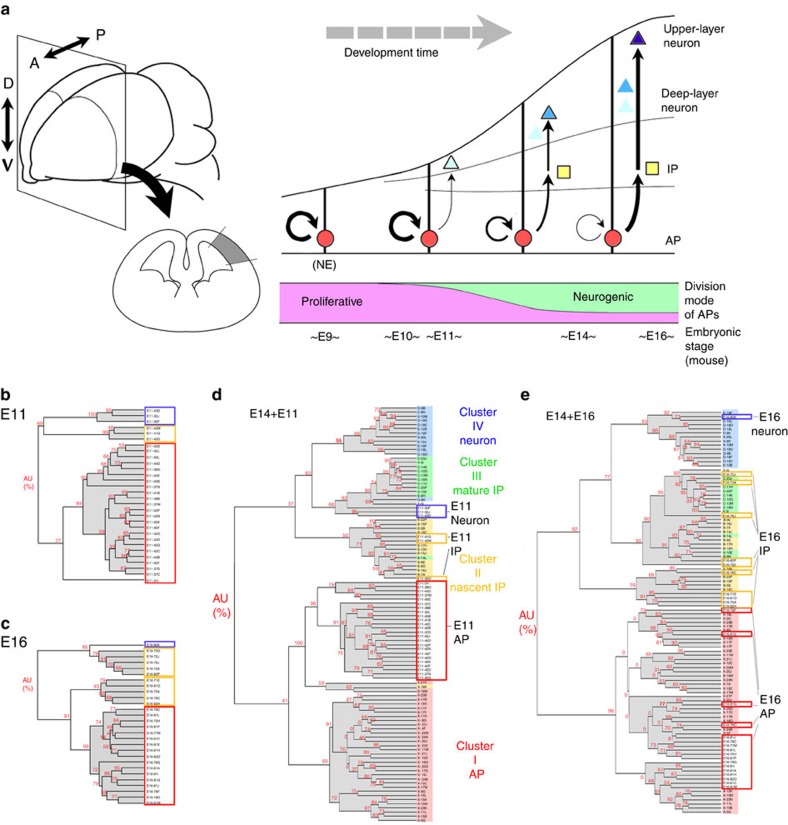
Classification of cortical progenitor cells. (**a**) Scheme of mammalian cerebral development. Before onset of neurogenesis, APs (apical progenitor cells, neuroepithelial cells (NEs) at this stage) undergo proliferative symmetric division. After onset of neurogenesis, APs overtime undergo temporal progression with respect to two properties: division mode (proliferative versus neurogenic) and the fates of their differentiating progeny (deep-layer neurons versus upper-layer neurons). A, anterior; P, posterior; D, dorsal; V, ventral; IP, intermediate progenitor cell. (**b**–**e**) E14-based hierarchical clustering analysis of single-cell cDNA classifies E11- and E16-derived cortical progenitor cells. Clustering dendrograms show the results from the SigABC genes. In the dendrograms, each label represents a single cell, and the label colour indicates the cluster where it belongs. The values in red at the branches are AU (approximately unbiased) *P* values (%). The horizontal branch length represents the degree of dissimilarity in gene expression among the samples. See also Supplementary Figs 1–4.

**Figure 2:**
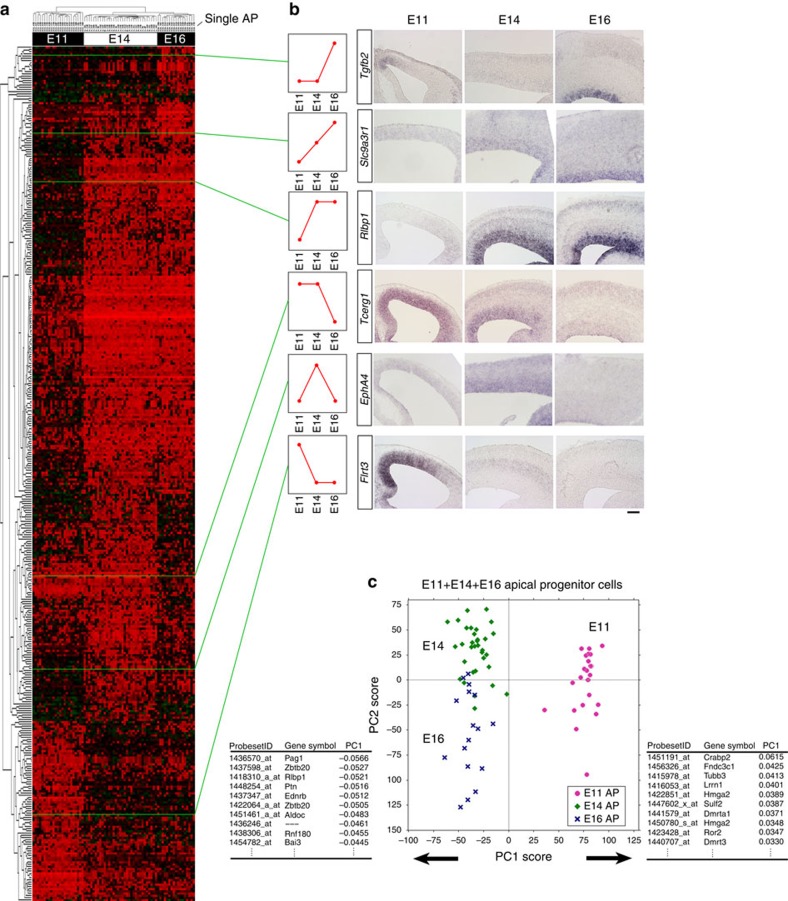
Temporal change in gene expression in APs. (**a**) Two-way cluster analysis of genes differentially expressed among E11, E14 and E16 single-cell cDNAs of the APs (384 probe sets, Supplementary Data 1, selected by one-way ANOVA). Examples of genes that exhibited typical expression patterns in E11, E14 and E16 cerebrum are shown in **b** or Supplementary Figs 5 and 6. The ‘medial>lateral' genes exhibited an ‘E11>E14' trend, and the ‘medial<lateral' genes exhibited an ‘E11<E14' trend (Supplementary Fig. 7). Scale Bar, 100 μm (**c**) Global gene-expression patterns of E11 APs are very different from those of E14/E16 APs. PCA was performed on microarray data from single-cell cDNAs of all APs (total *N*=73: mixture of E11, *N*=23; E14, *N*=33; E16, *N*=17 single cells; 17192 probe sets). Each symbol indicates one cell. PC1, the most representative axis for the gene-expression variation among the AP population, is determined by the difference between E11 and E14/E16 cells. The lists below indicate the top 10 genes that positively or negatively influence PC1. Proportion of variance: 0.0436 (PC1) and 0.0319 (PC2). See also Supplementary Figs 5–9 and Supplementary Data 1.

**Figure 3:**
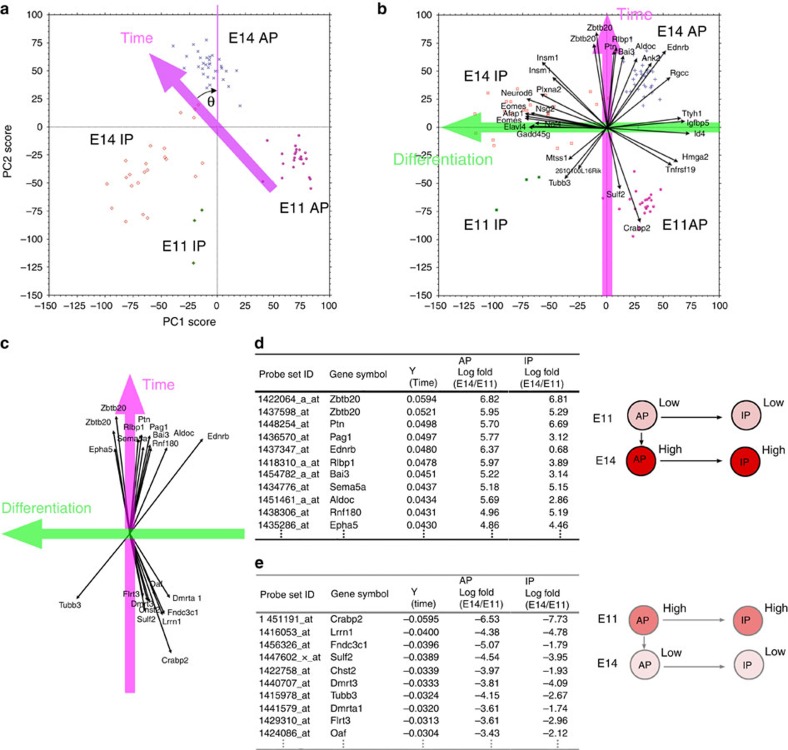
Expression change in an individual gene can be described by the temporal and differentiation axes. (**a**) PCA was performed using microarray data from single-cell cDNAs of E11 and E14 progenitor (AP+IP) cells (E11, *N*=23; E14, *N*=56; 17,192 probe sets). Each symbol represents one cell. Plots for individual cells, categorized into one of four groups (E11 APs, E11 IPs, E14 APs and E14 IPs), are almost completely separated in a two-dimensional PCA graph. To make the new *Y* axis the temporal axis, graph **a** was rotated such that the median new *X* values of E11 APs and E14 APs were equal (θ≈43.35°) (graph **b**). (**b**) Distribution of four progenitor groups and vectors of the 30 genes with the largest vectors showed that the new *X* axis primarily reflects differences between APs and IPs, and thus represents the differentiation axis. (**c**–**e**) Temporal-axis genes. The top 10 genes that made the largest positive or negative contributions to the temporal axis were selected and shown as a vector (**c**) or in tables (**d**,**e**). These genes roughly overlapped with the main PC1 genes from PCA of E11, E14, and E16 APs (Fig. 2c). Log fold-change values of expression levels showed that these genes exhibited an E11-low/E14-high pattern (or vice versa) in both APs and IPs.

**Figure 4:**
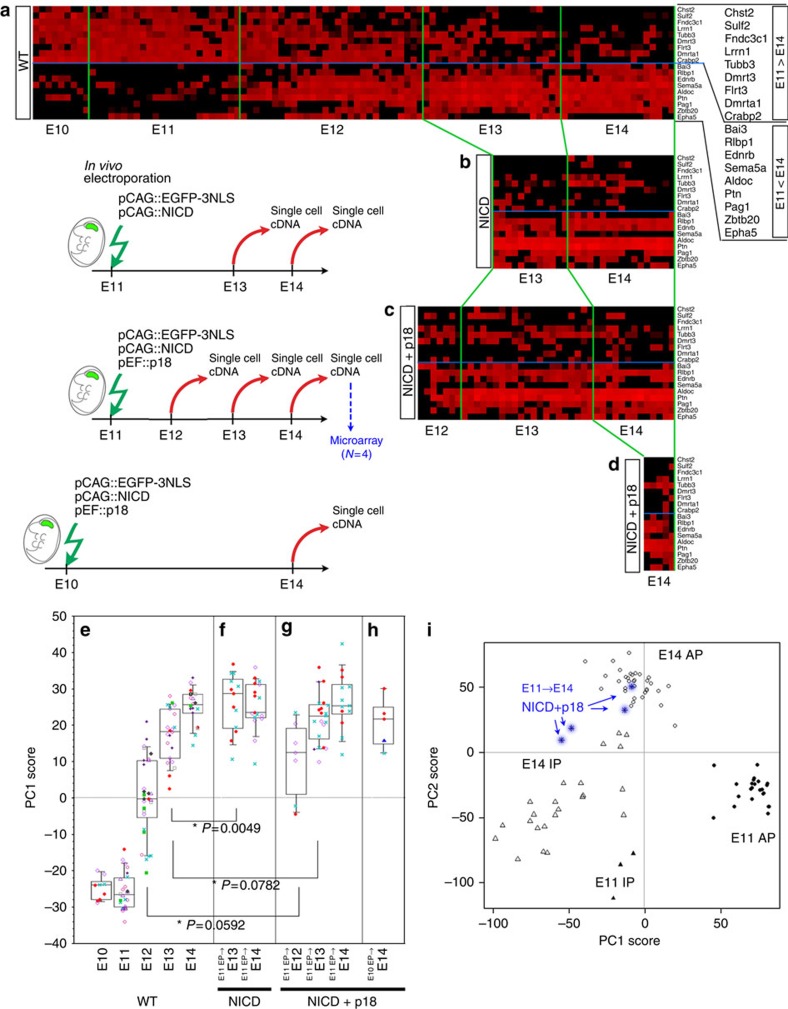
Neither Notch activation nor cell-cycle arrest stops the temporal change in gene expression of APs. (**a**–**d**) Expression levels of 18 temporal-axis genes in single APs examined by qPCR. [40-Ct] values after normalization by *Gapdh* range from high (red) to low (undetectable) (black) in these heat maps. One column indicates a single AP. (**a**) Single-cell cDNAs from E10–14 wild-type APs. (**b**–**d**) NICD (**b**), or NICD and p18 (**c**) were overexpressed along with EGFP at E11; the genes were introduced by *in vivo* electroporation. After 1 day (E12), 2 days (E13) or 3 days (E14), single-cell cDNAs were generated from EGFP^+^ cells. APs were selected as *Ttyh1*^*+*^*/Tbr2*^*−*^. (**d**) NICD and p18 were overexpressed along with EGFP at E10; the genes were introduced by *in vivo* electroporation. After 4 days (E14), single-cell cDNAs were generated from EGFP^+^ cells. APs were selected as *Ttyh1*^*+*^*/Tbr2*^*−*^. (**e**) PC1 scores of single APs calculated from the expression levels of 18 temporal-axis genes. PCA was performed on normalized [40-Ct] values of 18 genes in a mixture of E10–E14 APs (*N*=102), and the PC1 scores of single APs were plotted at each developmental stage. One dot indicates one AP, and cells from the same embryos are indicated by the use of the same symbols in each stage. See also Supplementary Fig. 10. (**f**–**h**) PC1 scores of NICD-expressing (**f**), or NICD/p18 co-expressing APs (**g**,**h**) were calculated using Component 1 obtained from PCA on wild-type APs (**e**). (**i**) PCA was performed using the microarray data from single-cell cDNAs from NICD/p18-overexpressing cells (E11 electroporation, E14 sampling, *N*=4, blue) and E11 and E14 progenitor cells (APs+IPs, *N*=79; 17,192 probe sets). Each symbol represents one cell. The two plots for the NICD/p18 cells are located among the plots for the E14 APs. The other two plots for the NICD/p18 cells are located near the plot for the E14 IPs, which may reflect the effect of p18 on differentiation (Fig. 5b). See also Supplementary Fig. 13.

**Figure 5:**
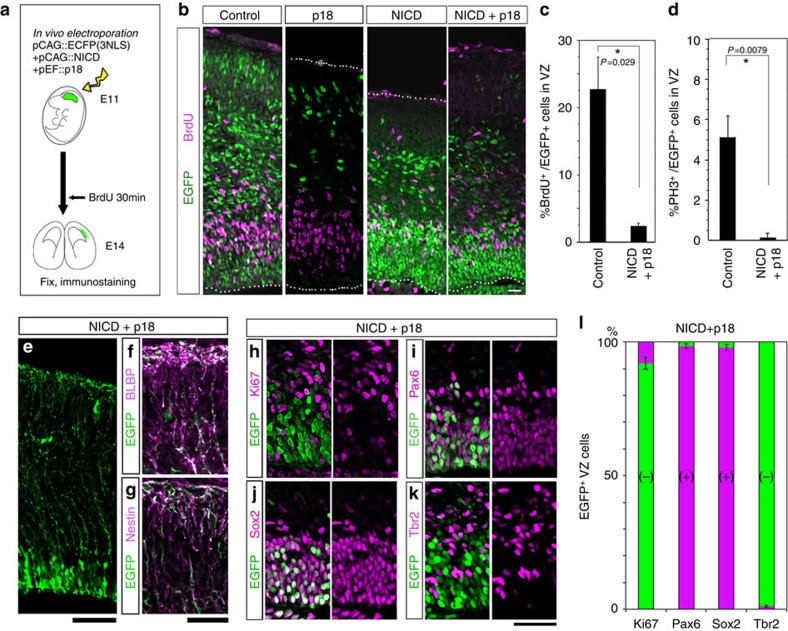
Co-electroporation of Cdk inhibitor p18 and NICD inhibit cell-cycle progression of progenitors while maintaining them in an undifferentiated state. (**a**) Experimental design. pCAG::EGFP-3NLS alone (control), or with pCAG::NICD, or with both pCAG::NICD and pEF::p18 was electroporated into E11 cerebral wall *in vivo*. At E14, BrdU was administered for 30 min, and brains were fixed and stained with antibodies to EGFP, BrdU (**b**,**c**), PH3 (**d**), BLBP (**f**), Nestin (**g**), Ki67 (**h**), Pax6 (**i**), Sox2 (**j**) or Tbr2 (**k**). (**c**,**d**) Frequency of BrdU^+^ cells (**c**) or PH3^+^ cells (**d**) in the EGFP^+^VZ cells was significantly reduced relative to the control by NICD/p18 co-overexpression (**c**, *N*=4 for each case; **d**, *N*=5 for each case; Mann–Whitney *U* test, means±s.d.). The characterization of the EGFP^+^ cells in the IZ/SVZ and CP is presented in Supplementary Fig. 11. (**e**–**g**) NICD/p18 co-expressing cells have radially elongated fibres that are positive for BLBP and Nestin. pCAG::EGFP, pCAG::NICD and pEF::p18 were co-electroporated on E11, and the brains were examined at E14. (**h**–**l**) Most of the NICD/p18 co-expressing cells in the VZ are negative for Ki67 and Tbr2 and positive for Pax6 and Sox2. Bars, 20 μm in (**b**), 60 μm in (**e**), 30 μm in (**f**,**g**), 40 μm in (**h**–**k**).

**Figure 6:**
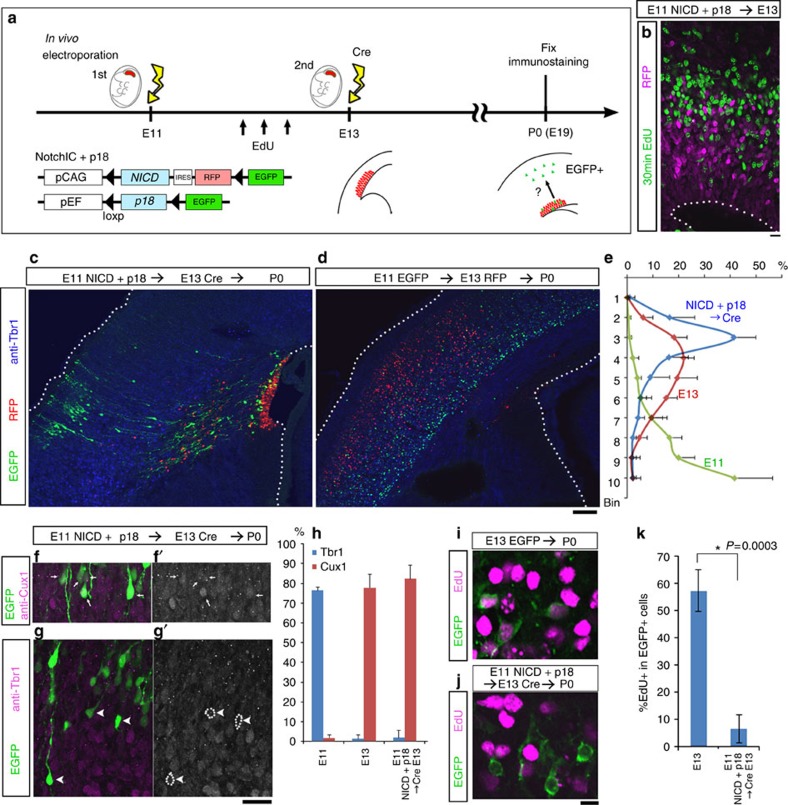
Laminar fate of progenitor cells is not altered by transient cell-cycle arrest. (**a**) Experimental design of double *in vivo* electroporation study. (**c**) RFP^+^ cells did not label with EdU administered 30 min before sacrifice at E13. Bar, 10 μm. (**c**,**d**) Immunostaining with antibody to Tbr1 (blue) of sections from E11 NICD+p18/E13 Cre double-electroporated P0 brain (**c**) or control E11 EGFP-3NLS/ E13 RFP-3NLS double-electroporated P0 brain (**d**). Scale bar, 100 μm. (**e**) Distribution of the electroporated cells in the CP (cortical plate). CP was separated into 10 bins, and Bin1 represents the most exterior portion of the CP. Data show means±s.d. from *N*=6 embryos for each experimental condition. (**f**,**g**) Cux1 (**f**, **f**′) or Tbr1 (**g**, **g**′) immunoreactivity in E11 NICD/p18 and E13 Cre double-electroporated P0 brain. Arrows (**f**, **f**′) indicate EGFP^+^/Cux1^+^ cells, and arrowheads (**g**, **g**′) indicate EGFP^+^/Tbr1^−^ cells in the CP. (**h**) Frequency of Cux1+ or Tbr1^+^ cells in electroporated cells in the CP. Data show means±s.d. from *N*=4, 5, 4 (Cux1 data) and 4, 4, 6 (Tbr1 data) embryos for E11, E13, NICD/p18/Cre, respectively. (**i**–**k**) EdU was administrated three times at 4-hr intervals at E12, and labelling index was examined at P0 CP. Many EGFP^+^ CP cells that had been electroporated with pCAG::EGFP-3NLS at E13 incorporated EdU (**i**), whereas E11 NICD/p18 and E13 Cre double-electroporated CP cells exhibited no significant incorporation (**j**). Data show means±s.d. *P=0.0003, *N*=7 and 8 embryos, Mann–Whitney *U* test. See also Supplementary Fig. 14.

**Figure 7:**
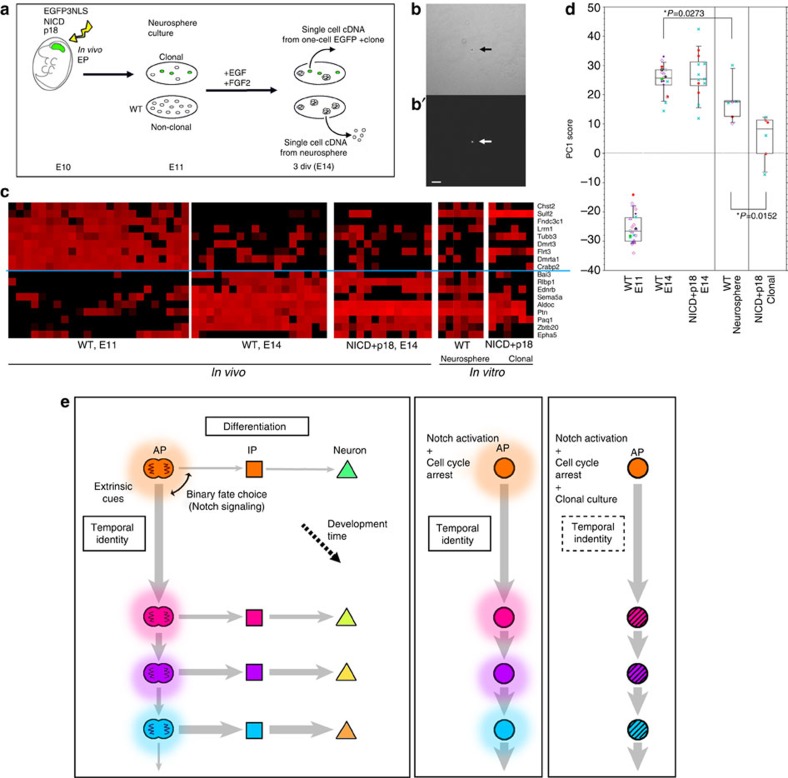
Temporal change of gene expression in APs is partly cell autonomous. (**a**) Experimental design. (**b**) Single EGFP^+^ cell (arrow) formed one-cell clone at 3 *div* in clonal culture. b, Bright field; b′, EGFP fluorescence. Scale bar, 50 μm. (**c**) Expression levels of 18 temporal-axis genes in single APs examined by qPCR. Levels range from high (red) to low/undetectable (black) in these heat maps. Each column indicates a single AP (*N*=24, wild-type E11 APs; *N*=18, wild-type E14 APs; *N*=13, E14 APs electroporated with NICD/p18 at E11 (identical to the data shown in Fig. 4); *N*=6, APs from neurospheres; *N*=6, NICD+p18 co-expressing APs from one-cell clones. NICD+p18 co-expressing APs from one-cell clones were *Egfp*^*+*^*/Ttyh1*^*+*^*/Sox2*^*+*^*/Hes5*^*+*^*/Tbr2*^*−*^*/Ki67*^*−*^, as determined by qPCR. (**d**) PC1 scores of wild-type APs at E11 and E14, NICD/p18 co-expressing APs at E14 (identical to the data shown in Fig. 4), APs from neurospheres, and NICD+p18 co-expressing APs from one-cell clones, which were calculated using Component 1 obtained from PCA of wild-type APs (Fig. 4e). Note that the PC1 scores for the neurosphere-derived APs differ significantly from those for the wild-type E14 APs (*P*=0.0273, Mann–Whitney *U* test). See also Supplementary Fig. 16, which shows the characterization of the microarray data from the single neurosphere-derived APs. (**e**) Temporal patterns of cortical progenitor cells (model). Transition of temporal identity of APs, which occurs gradually over the course of development, cannot be stopped by constitutive Notch activation or cell-cycle arrest *in vivo*. This transition of temporal identity includes both the transition in division patterns and transition in laminar fate potential of APs. Clonal culture of cell-cycle-arrested APs partly impairs transition of temporal gene expression, suggesting that the transition in temporal identity is regulated by both cell-autonomous and non-cell-autonomous mechanisms.

How the deposited data were processed for this re-analysis (not part of the article)

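The measurements are from 68 single cells of the mouse cerebral cortex, each amplified cDNA hybridized to 1 Affymetrix array. They comprise 24 APs, 3 IPs and 3 neurons of E11, 17 APs, 10 IPs and 1 neuron of E16, 3 APs of E12, 3 APs from neurospheres of E11 cells after 3 days in vitro, and 4 NICD/p18 APs of E14 taken 3 days after electroporation at E11. Columns of other samples numbered 0. The E14 cells of the paper were not analysed here.

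Types of the E11 and E16 cells were read from the cell names printed in Fig. 1b,c, and 10 of the names are less legible. The types of the other cells were taken from the sample labels and the paper's methods. The cell #E11-31i was left out of comparisons between stages and kept in comparisons of IPs and APs at E11, although the paper keeps it only in Fig. 1.

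The values deposited by the authors are intensities from MAS5, as named in the submitters' processing notes and the paper's methods. They are on a linear scale and are not quantile normalized, since the sorted values differ between arrays. In 10 arrays, those of the E12, neurosphere and NICD/p18 cells, the mean after trimming 2% at each end was 500.0 in every array. In the other 58 arrays it ran from 47.5 to 297.5 with a median of 168. By group it had medians of 192 in E11 APs, 149.5 in E11 IPs, 93.3 in E11 neurons, 121 in E16 APs and 176 in E16 IPs, and it was 90.6 in the E16 neuron. Because every E11 and E16 array belongs to the 58 and every other array to the 10, an effect of this processing cannot be told apart from the difference between those conditions. The number of arrays limits the precision of every group mean.

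All 68 arrays were quantile normalized together, which the paper's methods name for its own set of arrays, and log2 transformed with no offset. Of 45101 probe sets, 35890 are in the gene table, 34958 of them with 1 gene symbol and 932 with several, and 9211 are not in it. Probe sets with a signal of at least 870.2 in at least 1 cell, 20523 in all, were kept, and 10741 genes had such a probe set. A gene with several was represented in lists by the probe set with the highest mean over all cells. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.

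Each array is 1 cell and the labels name no embryo, litter or culture, so a group of cells was taken as 1 sample. No p-value, standard error or count of changed genes was computed, and no significance test between groups was made. Single cells far from the others of their set were sought with a ratio held against a critical value. Groups are described by means and by the SD between cells, and differences are the first-named group minus the second. The gene lists, the comparisons, the rule for named genes and most alternatives were fixed before the data were examined, but after the values of Supplementary Data 1 and 2 had been seen. The rule names every gene the paper names for these arrays, of which 1 is not reported here, members of the lists, and the genes with the largest mean differences whose higher mean is at least 870.2. These are 10 in each direction between E11 and E16 APs and between IPs and APs of each stage, and 5 in each direction for the NICD/p18 and neurosphere APs against E11 APs and for E11 against E16 IPs.

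The lists hold genes of APs, IPs, neurons, Notch signalling, G1/S, G2/M, ribosome biogenesis, extracellular matrix and polysaccharide binding, cell adhesion, glia, heterochronic control, patterning, upper and deep layers, blood, microglia, vessels, mesenchyme, Cajal-Retzius cells, stress, housekeeping and sex. Lists of interneuron and choroid plexus genes had no member past the filter. Each list was compared with 10000 random lists of the same size matched on mean expression. The median difference over all 10741 genes was -0.10 for E16 minus E11 APs, -0.47 in the signals as deposited and -0.68 after scaling to the lys spike. For E11 IPs minus E11 APs it was -0.16, -0.75 and -0.87. For NICD/p18 APs minus E11 APs it was -0.13, 1.55 and -0.36, for neurosphere APs minus E11 APs 0.01, 1.82 and 0.84, and for E12 APs minus E11 APs 0.07, 1.79 and 0.50.

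The temporal score is the mean of 9 E14-high minus the mean of 9 E11-high probe sets of Fig. 3d,e, and a place is the percentage of the way from the mean of E11 APs to that of E16 APs. Principal components were computed without scaling to unit variance, as in the paper, and the E12, neurosphere and NICD/p18 cells were projected. The rotation of components of APs and IPs was added after the other analyses had been planned. It made the line between the medians of E11 and E16 APs on PC1 and PC2 vertical, at -65.8 degrees, and the paper's rule of equal medians on the new axis, added later, gave -62.2 degrees.

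The comparison of E16 with E11 APs was tested on simulated data with the same numbers of cells. Log2 differences of 1, 2 and 4 were recovered with medians of 1.12, 2.04 and 3.93, and the sign was right for 89.7%, 97.0% and 100% of genes. Of all genes, 95.4% came within 1.96 sampling errors of the difference put in. Of 40 lists with no difference, 92.5% lay between percentiles 2.5 and 97.5, and 100% of 40 lists with a difference of 1 lay above percentile 97.5. A difference of 8 put into 200 genes gave a gap on PC1 of 31.6 pooled SD, against 0.277 with none. No difference between embryos or label numbers was put in. These rates therefore do not show how percentiles and gaps behave in real data where cells of one embryo may be alike.

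The alternatives were the signals as deposited, scaling to the lys spike, an offset of 16 before the log2, signals under 870.2 set to 870.2, no filter, a filter of at least 3 cells, medians over cells, averaging of cells that share a label number, #E11-31i treated the other way, leaving out the 10 less legible cells, the mean over probe sets of a gene, unit variance or the 1000 most variable probe sets for principal components, the probe sets of Supplementary Data 1 for the temporal score, and leaving out each cell of the small groups in turn. Normalization within the 58 and the 10 arrays, the comparison of IPs and APs within shared label numbers, the sums of variance without each Notch gene and other thresholds for the over-20 probe sets were added after the data had been seen.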

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

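A cell far from the others of its group was looked for in 46 sets of 4 to 10 cells, and 6 were found, where chance alone gives about 1 in 20. No further test was run on these values, so no technical or biological explanation was tested for them. The NICD/p18 AP M5K had Sema5a at 5.20, with the next highest of the 4 cells at 0.03. The same cell had Crabp2 at 8.39, with the next at 1.92, and all of these values lie under the 20-copy signal. Among the 10 E16 IPs, Zbtb20 was lowest in cell 76C at 5.15, with the next cell at 9.00. Sema5a was lowest in cell 76J at -1.20, with the next at 5.91. The E16 IP 81O had the highest Sulf2 at 9.81, the only one of these values over 20 copies, with the next at 2.49. Flrt3 was highest in cell 72J at 9.43, with the next at 4.26. The names of 76C and 81O are among the less legible ones in the dendrogram, so their type as IPs is less sure.

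Signals of genes outside those the paper discusses were high in the 3 neurosphere APs, above the level in every E11 and E16 AP. The mean of the immediate-early gene Egr1 was 12.39, and the lowest of the 3 cells, at 11.70, was above the highest of the 40 APs of E11 and E16, at 11.15. The mean of Olig1 was 13.22, and the lowest cell, at 12.74, was above the highest of the 40 APs, at 11.44. These arrays were scaled in another way by the authors than those of the 40 APs, and Olig1 stayed higher in them than in E11 APs in the signals as deposited and after lys scaling, which were not run for Egr1.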

How the results depend on the processing

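Of 431 alternative values of the 34 main results, 373 moved by less than the spread between cells and 5 reversed. In all 12 had the other sign, the other 7 for matrix, adhesion and Notch genes. Shares and gaps of principal components, correlations, over-20 counts and the spike slope have no such spread and were held to a factor of 1.5. Of 1808 values of other results, 1544 moved by less than that, 263 by more and 1 reversed, and 23 values over all results had the other sign. For every value below the cause was not tested, except where 870.2 as a floor removes the signal under it and so shrinks differences by construction. In the signals as deposited, matrix genes in E16 minus E11 APs had a median of -0.43, NICD/p18 minus E11 APs -2.79 for G1/S and -4.81 for G2/M, and neurosphere minus E11 APs 4.73 for glia and 0.50, reversed, for ribosome biogenesis. PC1 then held 12.0% of the variance of E11 progenitors, the gap between types at E16 was 0.292, the gap between AP stages 1.76, and the places on PC1 reversed to -31.2% for NICD/p18, -69.6% for neurosphere and -81.6% for E12 APs. After lys scaling, the E16 minus E11 AP medians were -1.90 for ribosome biogenesis, -0.51 for matrix and -2.71 for patterning genes, the E11 share was 11.9%, the gaps 0.316 and 2.22, and the places of neurosphere and E12 APs reversed to -13.8% and -8.34%. With an offset of 16, the temporal score differed by 10.19 in APs and 7.65 in IPs and the differentiation score by 7.93 at E11. With a floor of 870.2, these were 2.32, 1.59 and 2.46, the differentiation score at E16 differed by 1.57, the place of NICD/p18 APs by temporal score was 99.3%, and the E11 gap was 0.318. The floor gave medians in E16 minus E11 APs of -0.29 for ribosome biogenesis, 0.15 for glia and -0.24 for patterning, in NICD/p18 minus E11 APs of 0.79 for neuron, -1.52 for G1/S and -1.64 for G2/M, and in neurosphere minus E11 APs of 0.42 for glia. Without the filter, matrix genes had a median of 0.45 and glia in neurospheres 0.97, and with at least 3 cells over 870.2 matrix genes had 0.73 and glia in E16 minus E11 APs 1.85. Medians over cells gave 0.46 for matrix, -1.17 for patterning, -5.08 for G1/S in NICD/p18 and 0.97 for glia in neurosphere APs, and averaging label numbers gave 0.75 for matrix. With #E11-31i treated the other way, the E11 gap was 1.86 and the E12 place on PC1 23.1%. Unit variance gave gaps of 1.35 at E16 and 3.18 between AP stages and an E12 place of 23.1%. The 1000 most variable probe sets gave 4.202, 11.7 and a PC1 share of 11.6% for APs. Supplementary Data 1 probe sets gave temporal differences of 8.51 in APs and 3.96 in IPs and an NICD/p18 place of 98.5%. Normalized within 58 and 10 arrays, an alternative chosen after seeing the data like the thresholds for over-20 probe sets, the E12 place was 28.5%. Leaving out 1 cell at a time, the E11 gap ran from 0.0282 without 41G to 1.34, glia in neurospheres from 1.17 without W6D to 3.51, and G1/S in NICD/p18 APs from -5.04 without M5K to -3.997. Leaving out the 10 less legible cells (32 values) or averaging probe sets (16 values) moved 0 of the main results beyond that spread. Signals under the 20-copy level limit every fold to a bound. Label numbers, whose meaning is not stated, hold both APs and IPs for 3 numbers at E11 and 4 at E16. In a replicate block, also added after seeing the data and taken as the mean of differences within these numbers, the differentiation score of IPs minus APs was 10.10 at E11 and 6.36 at E16, against 9.60 and 6.88. Of 7 list medians in the block, 1 moved by more than the spread, that of IP genes at E11, to 7.07 from 6.02. Deviations of APs and IPs of one number from their groups correlated with r from -0.00635 to 0.0329, and 4 of the 7 numbers correlated best with their own, a hint from the data and not the design. Xist was over 20 copies in all or none of the cells for 12 of 14 numbers with at least 2 cells, so what cells of a number share stays open.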

Differences from the paper's values

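Over 24 probe sets of genes the paper names that have a value in its tables, the differences between E16 and E11 computed here came within 0.106 of the paper's on the natural log scale, and none differed by the measure used. The statements that follow concern directions. For Notch signalling, the paper states that expression shifted from highly variable to relatively uniform among progenitors from E11 to E16. In APs, 11 of 23 listed Notch genes had the larger SD at E11, with a median SD of 2.38 at E11 and 2.05 at E16 and a median difference per gene of 0.13, while the variance summed over the list was 159.7 at E11 and 154.7 at E16, the paper's direction, but 142.4 and 153.8 without Notch2, 147.4 and 151.1 without Mfng and 146.5 and 150.8 without Rfng, an alternative added after the values had been seen. In APs and IPs together 8 of 23 had the larger SD at E11, but IPs are 3 of 26 of these cells at E11 and 10 of 27 at E16. Notch1 and Rfng were less variable at E16, the direction the paper states. Notch2 also had the smaller SD at E16, but most E11 APs were under the 20-copy level for this gene. Its larger SD at E11 therefore does not show variable expression. Mfng also had the smaller SD at E16, but with a mean of 3.82 and 1 of 17 E16 APs over 20 copies. That SD is mostly a spread of signals under the 20-copy level and does not show uniform expression. Members with the larger SD at E16 were not weighed by level in this way. The counts and sums can therefore hold spread under the 20-copy level in either direction, and they do not decide on the paper's statement. The paper's own list of 21 genes and its component analysis were not used here, and the E14 cells were not analysed here.

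For the added RNAs, the paper states that signals above 20 copies were proportional to copies. The slope of log10 signal on log10 copies had a median of 0.553 over lys, dap and phe, and 0.578 in the signals as deposited. It would be 1 for proportional signals only if the probe sets of these RNAs responded alike. Each copy number was read by its own probe set, so the slope cannot decide whether signals were proportional. The order of the 3 signals followed the copies in 60 of 68 cells. The paper's count of over-20 probe sets is 17192 and the count here, with the same threshold of 870.2, was 20523, within a factor of 1.5 of it. On the scale of the paper's log means, an alternative chosen after seeing the values, it was 15549. The paper names 138 samples put on arrays but not which of them its count covers, and those beyond the 68 were not analysed here.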

Other observations

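The 4 tests reported here, of neuronal RNA, of shared scaling, of the sex of embryos and of a single embryo, were chosen after the results had been seen. Neuronal transcripts were high in some of the NICD/p18 APs, though not in M6H. Over the 4 cells the neuron list was higher than in E11 APs by a median of 3.56 (percentile 100, 10 of 11 genes), by 3.40 against E16 APs (2.20 without the cell M6C), by 3.28 against neurosphere APs (1.43 without M6C, 2.19 without the neurosphere cell W6D, 1.81 after lys scaling) and by 1.51 against E12 APs (0.81 after lys scaling, 3.08 without 1 of the 3 E12 cells). Map2, a microtubule protein of dendrites, was over 20 copies in 4 of 4 cells, though also in 13 of 23 E11 and 11 of 17 E16 APs, and the neurogenic factors Neurod2 and Neurod6 in 3 of 4 each. A candidate explanation is scaling or processing shared by the 10 arrays of one trimmed mean, which the data argue against as the whole source, since the higher of the medians in the E12 and neurosphere APs was 1.28, against 3.56 in the NICD/p18 APs. RNA of a whole neuron mixed into these cells stays open. Of the 10 neuronal probe sets over 20 copies in the E16 neuron, at most 7 were over 20 copies in a NICD/p18 AP, with 3 in M5A, 7 in M5K, 7 in M6C and 1 in M6H, and Sox5, Snap25 and Gap43 were under that signal in all 4. A biological effect of NICD and p18 was not tested, as no control cell is among the arrays. The paper places some of these cells near E14 IPs and proposes that this may reflect an effect of p18 on differentiation.

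The difference in temporal score between E11 and E16 APs was weighed against the make-up of the embryos. Xist was over 20 copies in 16 of 23 E11 APs and 1 of 17 E16 APs, with means of 10.34 (SD 3.26) and 5.24 (SD 2.25), so unequal numbers of male and female embryos at E11 and E16 could underlie a stage difference. The data argue against this, since 0 of the E11 APs, 7 of which had Xist under 870.2, had a temporal score within the range of the E16 APs. The highest score was -2.57 at E11 and the lowest was 6.66 at E16. Of the 17 E16 APs, 10 share the label number 81. That a single embryo behind this number could set the E16 mean is argued against as well, since the mean score of these cells was higher than that of the other 7 by 0.279, at 7.97 and 7.69, and the stage difference was 14.46 without them.

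Of 28 label numbers, 14 hold at least 2 cells, 54 cells in all. Xist was over 20 copies in every cell for 3 of these, in none for 9 and in some for 2, and for 0 of the 14 did Xist and a Y-linked gene pass in different cells. In 28 cells neither passed.

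The remaining lists between E16 and E11 APs had medians of 1.00 for neuron (percentile 99.6), 0.79 for upper-layer (93.4), -1.21 for deep-layer (1.78), -1.19 for blood (1.44), 0.59 for microglia (75.8), 0.36 for vascular (70.2), 1.11 for stress (98.1) and 1.73 for sex genes (99.35). In the signals as deposited and after lys scaling, the neuron median was 0.51 and 0.29 and the upper-layer median 0.65 and 0.43. For stress genes these were 0.81 and 0.60, and for sex genes 0.71 and 1.23. Of the neuron and blood genes 0 had a mean over 20 copies at either stage. Mesenchyme, with 1 gene, had 1.15 (84.3) and -0.21 without the expression filter, and Cajal-Retzius genes had -0.59 (19.2) and 0.20 without it. Notch genes had -0.08 (58.6), 0.09 from medians over cells and 0.21 without the less legible cells. Housekeeping genes had 0.05 (77.6), -0.16 in the signals as deposited and -0.37 after lys scaling. In E11 neurons the neuron list was 4.36 above E11 APs (6.61 without the neuron 30F).

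The 3 E12 APs had a mean temporal score of 0.85 (SD 3.87), or 52.1% of the way from E11 to E16 APs, from 29.5% to 81.2% in single cells. On PC1 of the E11 and E16 APs their mean place was 26.1%, but -81.6% in the signals as deposited and -8.34% after lys scaling. Genes of G2/M were higher than in E11 APs by a median of 0.53 (1.03 without 103L, 1.98 in the signals as deposited) and patterning genes lower by -0.64 (-1.03 without 103L), though 0.99 in the signals as deposited. The NICD/p18 APs had G1/S and G2/M medians of -3.06 and -7.52 against E12 APs and of -3.80 and -7.33 against neurosphere APs. Their differentiation score was lower than in E11 APs by -1.33 (-0.80 in the signals as deposited). On the rotated axis of differentiation these cells instead lay above the AP means. The score of neurosphere APs was lower than in E11 APs by -1.24 (-0.77 in the signals as deposited, -0.50 without W2G, -2.32 without W6D).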
